# Cyclin G and the Polycomb Repressive complexes PRC1 and PR-DUB cooperate for developmental stability

**DOI:** 10.1371/journal.pgen.1007498

**Published:** 2018-07-11

**Authors:** Delphine Dardalhon-Cuménal, Jérôme Deraze, Camille A. Dupont, Valérie Ribeiro, Anne Coléno-Costes, Juliette Pouch, Stéphane Le Crom, Hélène Thomassin, Vincent Debat, Neel B. Randsholt, Frédérique Peronnet

## Abstract

In *Drosophila*, ubiquitous expression of a short Cyclin G isoform generates extreme developmental noise estimated by fluctuating asymmetry (FA), providing a model to tackle developmental stability. This transcriptional cyclin interacts with chromatin regulators of the Enhancer of Trithorax and Polycomb (ETP) and Polycomb families. This led us to investigate the importance of these interactions in developmental stability. Deregulation of Cyclin G highlights an organ intrinsic control of developmental noise, linked to the ETP-interacting domain, and enhanced by mutations in genes encoding members of the Polycomb Repressive complexes PRC1 and PR-DUB. Deep-sequencing of wing imaginal discs deregulating *CycG* reveals that high developmental noise correlates with up-regulation of genes involved in translation and down-regulation of genes involved in energy production. Most Cyclin G direct transcriptional targets are also direct targets of PRC1 and RNAPolII in the developing wing. Altogether, our results suggest that Cyclin G, PRC1 and PR-DUB cooperate for developmental stability.

## Author summary

During development, the part of stochasticity inherent to biological processes induces noise. In animals with bilateral symmetry, developmental noise can be estimated by the variance in a population of the difference between the left and the right sides of individuals, the so-called fluctuating asymmetry (FA). The genetic bases of developmental stability, *i*.*e*. the control of developmental noise, are still unsolved. A large amount of data converges towards the importance of hubs–*i*.*e*. the most connected genes–in gene networks. Deregulating Cyclin G, a protein involved in transcription and in the cell cycle, induces high FA providing a unique system to address the genetic bases of developmental stability. Using this system, we show the existence of an organ intrinsic control of developmental noise linked to the interaction between Cyclin G and chromatin regulators. We also show that Cyclin G-induced FA correlates with the activation of genes involved in translation and the repression of genes involved in energy production. We suggest that fine-tuned control of these key functions is important for developmental stability

## Introduction

Developmental stability has been described as the set of processes that buffer disruption of developmental trajectories for a given genotype within a particular environment [1]. In other words, developmental stability compensates the random stochastic variation of processes at play during development. Many mechanisms working from the molecular to the whole organism levels contribute to developmental stability [2]. For example, chaperones, such as heat-shock proteins, participate in developmental stability by protecting misfolded proteins from denaturation in a large variety of processes [3–5]. In *Drosophila*, adjustment of cell growth to cell proliferation is essential to developmental stability by allowing to achieve a consistent organ size (*e*.*g*. wing size) in spite of variation in cell size or cell number [6,7].

Developmental noise, the “sum” of the stochastic part of each developmental process, can be observed macroscopically for morphological traits. In bilaterians, quantification of departure from perfect symmetry, the so-called fluctuating asymmetry (FA), is the most commonly used parameter to estimate developmental noise [8,9]. Indeed, the two sides of bilaterally symmetrical traits are influenced by the same genotype and environmental conditions, and differences between them are thus only due to developmental noise. The use of FA as an estimator of developmental noise makes analysis of the mechanistic and genetic bases of developmental stability compatible with custom genetic and molecular approaches of developmental biology.

The genetic bases of developmental stability remain unclear. Thus, its evolutionary role is subject to many speculations (for reviews see [7,10,11]). Experiments showing the role of *Hsp90* in buffering genetic variation led to the idea that developmental stability could be ensured by specific genes [12–15]. On the other hand, both theory and experiments show that complex genetic networks can become intrinsically robust to perturbations, notably through negative and positive feedbacks, suggesting that the topology of gene networks is of paramount importance for developmental stability [16]. Several authors have further suggested that hubs, *i*.*e*. the most connected genes in these networks, might be particularly important for developmental stability [17,18].

In *Drosophila*, mutants for *dILP8* and *Lgr3* involved in the control of systemic growth, have been reported to display high FA as compared to wild type flies, indicating that these genes are important for developmental stability [19–23]. Two studies have scanned the *Drosophila* genome for regions involved in developmental stability [24,25]. Several deletions increased FA but genes responsible for this effect inside the deletions were not identified. Nevertheless, these studies confirm that the determinism of developmental stability could be polygenic, as suggested by Quantitative Trait Loci analyses in mouse ([11] and references therein). Together, these data reinforce the idea that developmental stability depends on gene networks.

We have shown that the gene *Cyclin G* (*CycG*) of *D*. *melanogaster*, which encodes a protein involved in the cell cycle, is important for developmental stability [6,26,27]. Indeed, ubiquitous expression of a short Cyclin G version lacking the C-terminal PEST-rich domain (*CycG*^*ΔP*^) generates a very high FA in several organs, notably in the wing. Interestingly, FA induced by *CycG*^*ΔP*^ expression is associated with loss of correlation between cell size and cell number, suggesting that the noisy process would somehow be connected to cell cycle related cell growth [6]. Hence, *CycG* deregulation provides a convenient sensitized system to tackle the impact of cell growth on developmental stability.

*CycG* encodes a transcriptional cyclin and interacts with genes of the *Polycomb-group* (*PcG*), *trithorax-group* genes (*trxG*) and *Enhancer of Trithorax and Polycomb* (*ETP*) families [28]. These genes encode evolutionary conserved proteins assembled into large multimeric complexes that bind chromatin. They ensure maintenance of gene expression patterns during development (for a recent review see [29]). *PcG* genes are involved in long-term gene repression, whereas *trxG* genes maintain gene activation and counteract *PcG* action. *ETP* genes encode co-factors of both *trxG* and *PcG* genes, and behave alternatively as repressors or activators of target genes (for a review see [30]). More recently, we discovered that *CycG* behaves as an *Enhancer of Polycomb* regarding homeotic gene regulation suggesting that it is involved in the silencing of these genes [31]. Importantly, Cyclin G physically interacts with the ETP proteins Additional Sex Comb (Asx) and Corto *via* its N-terminal ETP-interacting domain, and co-localizes with them on polytene chromosomes at many sites. Hence, Cyclin G and these ETPs might share many transcriptional targets and might in particular control cell growth *via* epigenetic regulation of genes involved in growth pathways.

Here, we investigate in depth the role of *CycG* in developmental stability. We first show that localized expression of *CycG*^*ΔP*^ in wing imaginal discs is necessary to induce high FA of adult wings. Furthermore, this organ-autonomous effect increases when the ETP-interacting domain of Cyclin G is removed. We show that several mutations for *PcG* or *ETP* genes, notably those encoding members of the PRC1 and PR-DUB complexes, substantially increase *CycG*-induced FA. Next, we report analysis of the transcriptome of wing imaginal discs expressing *CycG*^*ΔP*^ by RNA-seq and find that transcriptional deregulation of genes involved in translation and energy production correlates with high FA of adult wings. By ChIP-seq, we identify Cyclin G binding sites on the whole genome in wing imaginal discs. Strikingly, we observe a significant overlap with genes also bound by Asx, by the Polycomb Repressive complex PRC1, and by RNAPolII in the same tissue. We identify a sub-network of 222 genes centred on Cyclin G showing simultaneous up-regulation of genes involved in translation and down-regulation of genes involved in mitochondrial activity and metabolism. Taken together, our data suggest that Cyclin G and the Polycomb complexes PRC1 and PR-DUB cooperate in sustaining developmental stability. Coordinated regulation of genes involved in translation and energy production might be important for developmental stability.

## Results

### Expression of *CycG*^*ΔP*^ in wing precursors is sufficient to induce high wing FA

We previously reported that expression of *CycG* deleted of the PEST-rich C-terminal domain (amino-acids 541 to 566) (*CycG*^*ΔP*^)—a domain potentially involved in degradation of the protein [26,27]—under control of ubiquitous drivers (*da-Gal4* or *Actin-Gal4*), generated extremely high FA, notably in wings [6]. The strength of this effect was unprecedented in any system or trait. Expression of *CycG*^*ΔP*^ thus provides a unique tool to investigate developmental stability in depth. To determine whether wing FA was due to local or systemic expression of *CycG*^*ΔP*^, we tested a panel of Gal4 drivers specific for wing imaginal discs or neurons. A brain circuit relaying information for bilateral growth synchronization was recently identified [22]. It notably involves a pair of neurons expressing the dILP8 receptor Lgr3 that connects with the insulin-producing cells (IPCs) and the prothoracicotropic hormone (PTTH) neurons. This circuit was particularly appropriate to test the existence of a remote effect of *CycG*^*ΔP*^ expression in generating high FA in the wing. Expression of *CycG*^*ΔP*^ in this neuronal circuit (using *dilp3-*, *NPF-*, *pdf-*, *per-*, *phm-*, *ptth* and *R19B09-Gal4* drivers) did not increase FA of adult wings (Fig 1 and S1 and S2 Tables). Furthermore, expression of *CycG*^*ΔP*^ in cells of the future wing hinge using the *ts-Gal4* driver did not affect wing FA either. By contrast, expressing *CycG*^*ΔP*^ with 5 different wing pouch drivers (*nub-*, *omb-*, *rn-*, *sd-* and *vg-Gal4*) induced high wing FA. We thus concluded that *CycG*^*ΔP*^-induced wing FA was due to an intrinsic response of the growing wing tissue.

**Fig 1:**
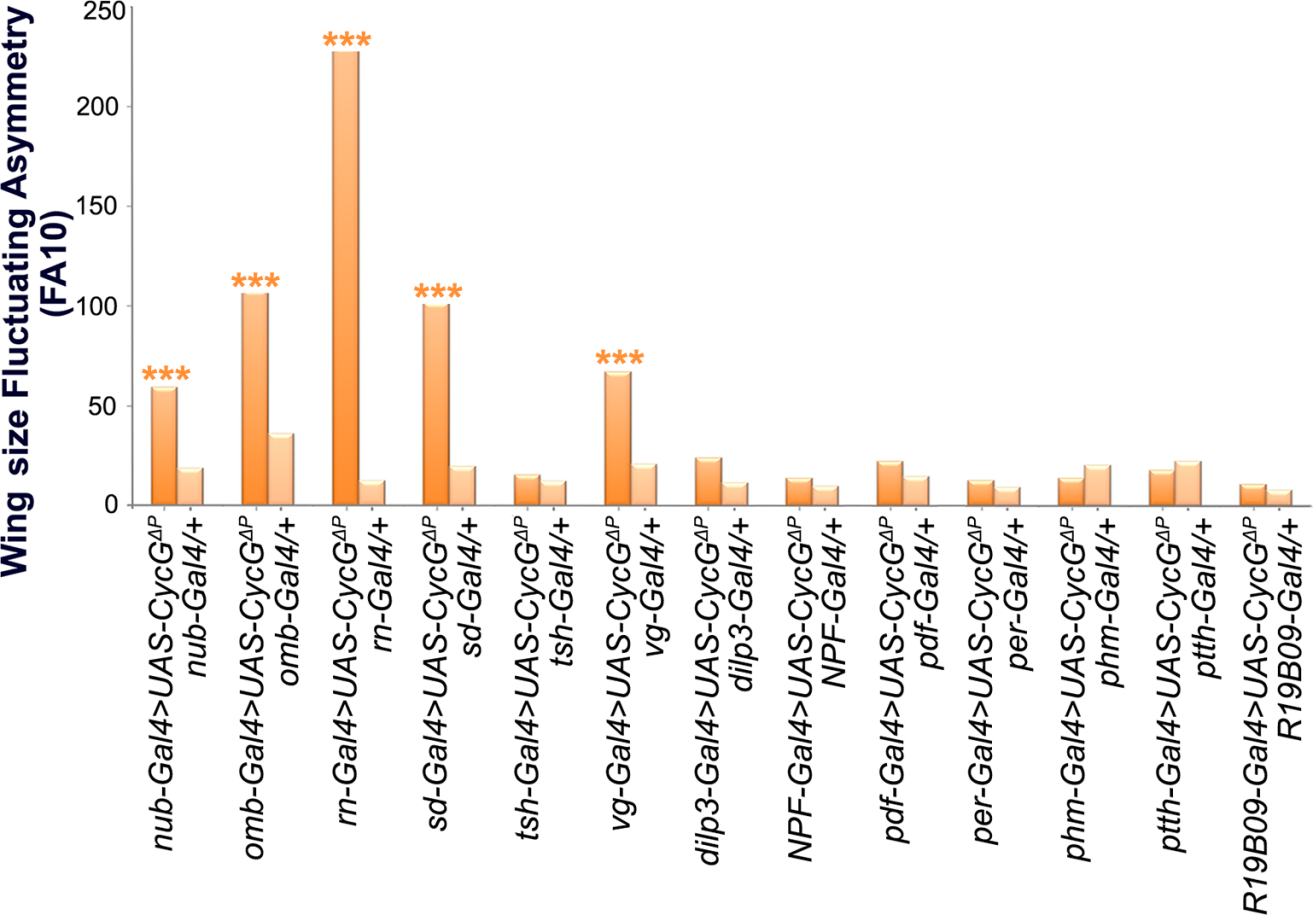
Local deregulation of *CycG* induces high FA. Wing length FA (FA10) of females bearing a Gal4 driver either associated with *UAS-CycG*^*ΔP*^ (dark orange) or alone (light orange). Wing length was measured as the distance between landmarks 3 and 13. (F-tests, *** p-value<0.001, S1 Table). Source data are provided in S2 Table.

### The Cyclin G ETP interacting domain sustains developmental stability

The 566 amino-acid Cyclin G protein exhibits three structured domains: the ETP-interacting domain (amino-acids 1 to 130) that physically interacts with the ETPs Corto and Asx, a cyclin domain (amino-acids 287 to 360) that presents high similarity with the cyclin domain of vertebrate G-type cyclins, and a PEST-rich domain (amino-acids 541 to 566) [28,31]. To test whether the interaction with ETPs, and thus transcriptional regulation by Cyclin G, could be important to control FA, we generated new transgenic lines enabling to express different versions of the *CycG* cDNA: *CycG*^*FL*^ (encoding the full-length protein), *CycG*^*ΔE*^ (encoding an ETP-interacting domain deleted protein), *CycG*^*ΔP*^ (encoding a PEST domain deleted protein), and *CycG*^*ΔEΔP*^ (encoding an ETP-interacting plus PEST domain deleted protein) (Fig 2A). In order to compare the amounts of FA induced, all transgenes were integrated at the same site using the *PhiC31* integrase system. Globally, the different fusion proteins were expressed at the same level (S1 Fig). Contrarily to *da-Gal4*, the wing drivers used above induced not only high FA but also few ectopic veins or small notches that prevented to accurately measure wing centroid size. We then used *da-Gal4* to ubiquitously drive expression of the transgenic lines and focus on the FA phenotype. We confirmed that expression of *CycG*^*ΔP*^ induced very high FA as compared to *+* and *da-Gal4/+* controls. Furthermore, expression of *CycG*^*FL*^ also significantly increased FA, although to a much lesser extent. Interestingly, expression of either *CycG*^*ΔE*^ or *CycG*^*ΔEΔP*^ significantly increased FA as compared to *CycG*^*FL*^ or *CycG*^*ΔP*^, respectively (Fig 2B and 2C, S3 and S4 Tables). These results show that the ETP interacting domain tends to limit *CycG*^*ΔP*^-induced FA and suggest that the interaction between Cyclin G and chromatin regulators sustains developmental stability.

**Fig 2:**
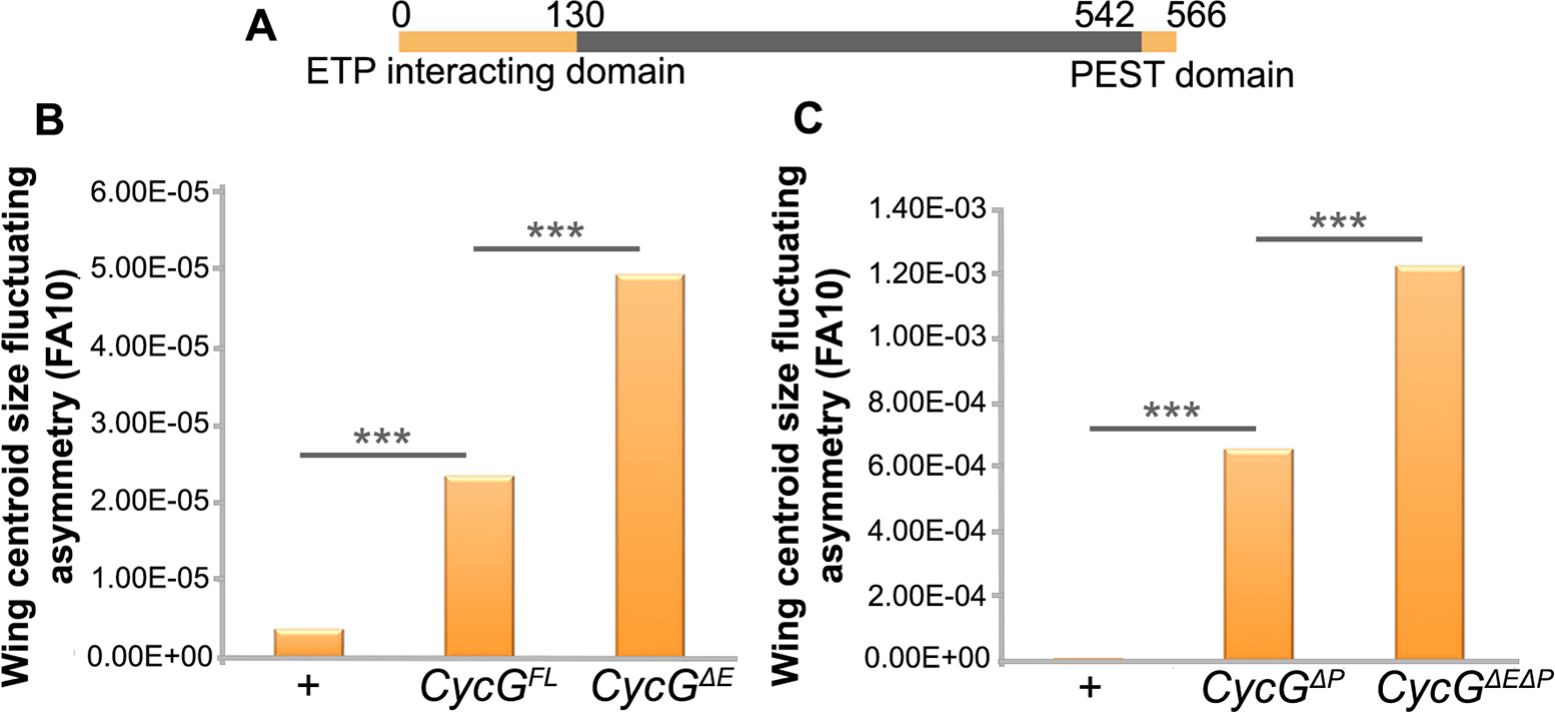
The ETP interacting domain limits *CycG*-induced FA. **A–**Map of the 566 amino-acid Cyclin G protein showing the ETP interacting and PEST domains. **B–**Wing centroid size FA (FA10) of females *da-Gal4*/+ (+), *+/UAS-CycG*^*FL*^*; da-Gal4/+*, (*CycG*^*FL*^) and *+/UAS-CycG*^*ΔE*^; *da-Gal4*, (*CycG*^*ΔE*^). **C–**Wing centroid size FA (FA10) of females *da-Gal4*/+ (+), *+/ UAS-CycG*^*ΔP*^*; da-Gal4/+* (*CycG*^*ΔP*^) and *+/UAS-CycG*^*ΔEΔP*^*; da-Gal4/+* (*CycG*^*ΔEΔP*^). (F-tests, *** p-value<0.001, S3 Table). Source data are provided in S4 Table.

### *CycG* and *PcG* or *ETP* genes interact for developmental stability

We next addressed genetic interactions between *CycG* and *PcG* or *ETP* alleles (Table 1) for developmental stability. FA of flies heterozygous for *PcG* and *ETP* loss of function alleles was not significantly different from that of control flies. However, when combined with *da-Gal4*, *UAS-CycG*^*ΔP*^, many of these mutations significantly increased wing FA as compared to *da-Gal4*, *UAS-CycG*^*ΔP*^ flies (Fig 3, S5 and S6 Tables). This was the case for alleles of the PRC1 and PR-DUB encoding genes *Sex comb extra* (*Sce*^*1*^, *Sce*^*33M2*^ and *Sce*^*KO4*^), *calypso* (*caly*^*1*^ and *caly*^*2*^), *Sex comb on midleg* (*Scm*^*D1*^), *Polycomb* (*Pc*^*1*^), and *polyhomeotic* (*ph-p*^*410*^ and *ph-d*^*401*^*ph-p*^*602*^). No modification of *CycG*^*ΔP*^-induced FA was observed with the *Psc*^*1*^ allele. However, this allele has been described as a complex mutation with loss and gain of function features [32]. Opposite effects were observed for alleles of the ETPs *Asx* and *corto*. *Asx*^*22P4*^ increased *CycG*^*ΔP*^ FA whereas *Asx*^*XF23*^ decreased it. *Asx*^*XF23*^ behaves as a null allele but has not been molecularly characterized [33], whereas the *Asx*^*22P4*^ allele does not produce any protein and thus reflects the effect of ASX loss [34]. Similarly, the *corto*^*L1*^ allele increased *CycG*^*ΔP*^-induced FA whereas the *corto*^*420*^ allele had no effect. To characterize these alleles, we combined them with the *Df(3R)6-7* deficiency that uncovers the *corto* locus, amplified the region by PCR and sequenced. The *corto*^*420*^ allele corresponds to a substitution of 14,209 nucleotides starting at position -59 upstream of the *corto* Transcriptional Start Site (TSS) by a 30-nucleotide sequence. Hence, this allele does not produce any truncated protein. By contrast, *corto*^*L1*^ corresponds to a C towards T substitution that introduces a stop codon at position +73 downstream the TSS, generating a 24 amino-acid polypeptide. *corto*^*L1*^ might then behave as a dominant-negative mutation. Lastly, no modification of *CycG*^*ΔP*^-induced FA was observed for *E(z)*^*63*^ and *esc*^*21*^.

**Fig 3:**
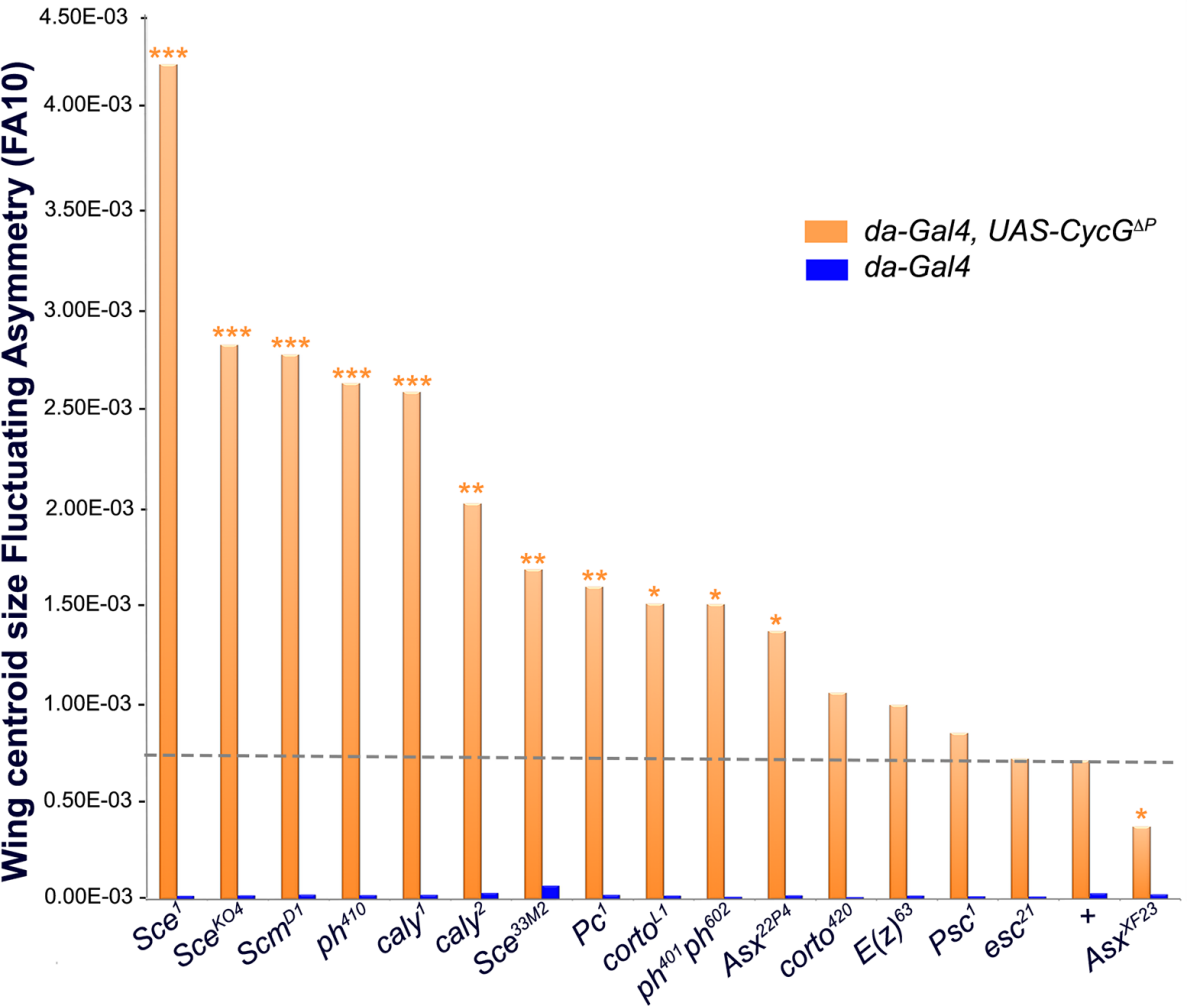
*CycG* interacts with several *PcG* and *ETP* genes for developmental stability. Centroid size FA (FA10) of *ETP* or *PcG* heterozygous mutant females combined with *da-Gal4*, *UAS-CycG*^*ΔP*^ (dark orange; *da-Gal4*, *UAS-CycG*^*ΔP*^; *PcG/+* or *da-Gal4*, *UAS-CycG*^*ΔP*^; *ETP/+*) and *ETP* or *PcG* heterozygous mutant females combined with *da-Gal4* (blue; *da-Gal4/+; PcG/+* or *da-Gal4*; *ETP/+*). The grey dashed line shows FA of *da-Gal4*, *UAS-CycG*^*ΔP*^*/+* females. (F-tests, *p-value<0.05; ** p-value<0.01; *** p-value<0.001, S5 Table). Source data are provided in S6 Table.

**Table 1:** Polycomb and Enhancer of Polycomb and Trithorax alleles used in this study.

Class	Gene	Allele	Allele class	Reference
*ETP*	*Additional sex combs*	*Asx*^*22P4*^	no protein detected	Scheuermann et al. 2010 [34]
		*Asx*^*XF23*^	loss of function	Simon et al. 1992 [33]
	*corto*	*corto*^*420*^	loss of function	Salvaing et al. 2008 [28]
		*corto*^*L1*^	amorphic	Salvaing et al. 2008 [28]
*PcG*	*calypso*	*caly*^*1*^	no protein detected	Gaytán de Ayala Alonso et al. 2007 [73]; Scheuermann et al. 2010 [34]
		*caly*^*2*^	no protein detected	Gaytán de Ayala Alonso et al. 2007 [73]; Scheuermann et al. 2010 [34]
	*Enhancer of zeste*	*E(z)*^*63*^	loss of function	Beuchle et al. 2001 [74]
	*extra sexcombs*	*esc*^*21*^	amorphic	Gindhart and Kaufman 1995 [75]
	*Polycomb*	*Pc*^*1*^	amorphic	Capdevila et al. 1986 [76]
	*polyhomeotic*	*ph-d*^*401*^*ph-p*^*602*^	null	Dura et al. 1987 [77]
	*polyhomeotic proximal*	*ph-p*^*410*^	loss of function	Dura et al. 1987 [77]
	*Posterior sex combs*	*Psc*^*1*^	hypomorphic	Adler et al. 1989 [78]
	*Sex combs extra*	*Sce*^*1*^	null	Gorfinkiel et al. 2004 [79]
		*Sce*^*33M2*^	loss of function	Fritsch et al. 2003 [80]
		*Sce*^*KO4*^	null	Gutiérrez et al. 2012 [81]
	*Sex comb on midleg*	*Scm*^*D1*^	amorphic	McKeon and Brock 1991 [82]

Interestingly, *Asx* and *caly* encode proteins of the PR-DUB complex whereas *Pc*, *ph*, *Sce* and *Scm* encode proteins of PRC1, and *E(z)* and *esc* encode proteins of PRC2. Taken together, these results indicate that Cyclin G interacts with the Polycomb complexes PRC1 and PR-DUB, but not with PRC2, for developmental stability.

### Expression of *CycG*^*ΔP*^ or *CycG*^*ΔEΔP*^ does not modify global H2AK118ub

Cyclin G binds polytene chromosomes at many sites and co-localizes extensively with Ph and Asx suggesting a potential interaction with PRC1 and PR-DUB on chromatin [28,31]. *Sce* and *caly* encode antagonistic enzymes of the PRC1 and PR-DUB complexes, respectively. Sce, aka dRing, ubiquitinates histone H2A on lysine 118 (H2AK118ub) whereas Calypso, aka dBap1, deubiquitinates the same H2A residue [34,35]. To investigate whether Cyclin G was related to these ubiquitin ligase/deubiquitinase activities, we immunostained polytene chromosomes from *w*^*1118*^ larvae with anti-Cyclin G and anti-human H2AK119ub antibodies (homologous to *Drosophila* H2AK118ub) [36,37]. Cyclin G and H2AK118ub co-localized extensively on chromosome arms suggesting that Cyclin G transcriptional activity might somehow be connected to this histone mark (Fig 4A). Wing imaginal discs presented a uniform pattern of H2AK118ub. When either *CycG*^*ΔP*^ or *CycG*^*ΔEΔP*^ was expressed in the posterior compartment of wing imaginal discs using the *en-Gal4* driver, the global amount of H2AK118ub was not markedly modified (Fig 4B and 4C). Similarly, clones expressing *CycG*^*ΔP*^ or *CycG*^*ΔEΔP*^ showed the same amount of H2AK118ub than control GFP clones (Fig 4D, 4E and 4F). We thus concluded that high FA was not related to a global perturbation of H2AK118 ubiquitination.

**Fig 4:**
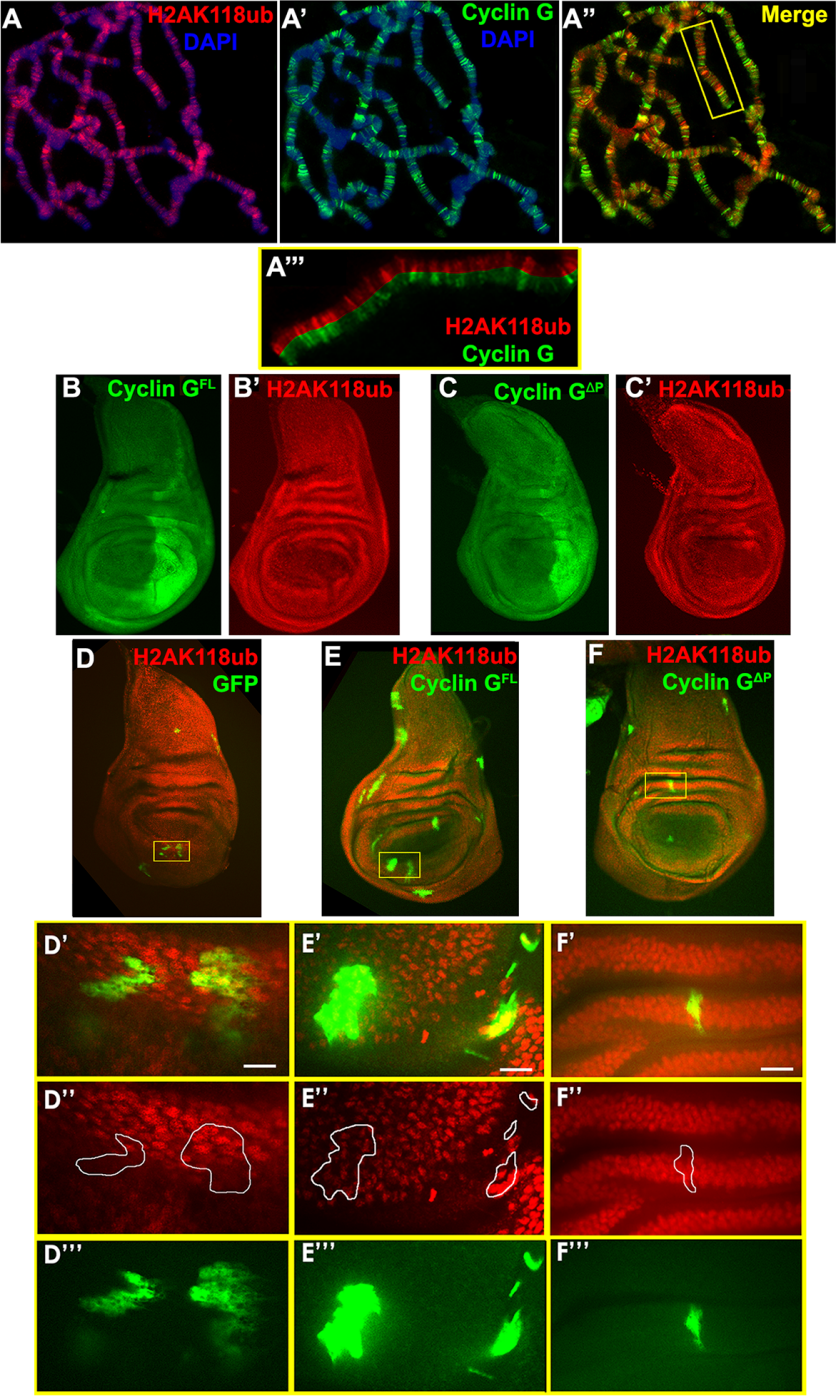
Cyclin G co-localizes with H2AK118ub at many sites on polytene chromosomes but overexpression of *CycG* does not modify global H2AK118ub. **A, A’, A”–**Immunostaining of polytene chromosomes from *w*^*1118*^ third instar larvae. H2AK118ub (red), Cyclin G (green), DAPI (blue). **A”‘**–Close-up of the box showed in A”. **B, B’–**Wing imaginal discs of 3^rd^ instar larvae expressing *CycG*^*ΔP*^ in the posterior compartment under control of the *en-Gal4* driver, stained with anti-Cyclin G (green) and anti-H2AK118ub (red). **C, C’–**Wing imaginal discs of 3^rd^ instar larvae expressing *CycG*^*ΔEΔP*^ in the posterior compartment under control of the *en-Gal4* driver, stained with anti-Cyclin G (green) and anti-H2AK118ub (red). **D, D’, D”, D”’**–GFP clones in wing imaginal discs stained with anti-H2AK118ub (red). D’, D” and D”’ are close-up views of the yellow rectangle shown in D. **E, E’, E”, E”’**–*CycG*^*ΔP*^ clones marked by GFP in wing imaginal discs stained with anti-H2AK118ub (red). E’, E” and E”’ are close-up views of the yellow rectangle shown in E. **F, F’, F”, F”’**–*CycG*^*ΔEΔP*^ clones marked by GFP in wing imaginal discs stained with anti-H2AK118ub (red). F’, F” and F”’ are close-up views of the yellow rectangle shown in F. Scale bars: 50 μm.

### Cyclin G controls the expression of genes involved in translation and energy production

Cyclin G controls transcription of the homeotic gene Abdominal-B and more specifically behaves as an Enhancer of PcG gene for the regulation of homeotic gene expression [31,38]. However, the high number of Cyclin G binding sites on polytene chromosomes suggests that it has many other transcriptional targets. We thus hypothesized that *CycG*^*ΔP*^-induced FA might be related to the deregulation of Cyclin G transcriptional targets. To further address the role of Cyclin G in transcriptional regulation, we deep-sequenced transcripts from *da-Gal4*, *UAS-CycG*^*ΔP*^*/+* wing imaginal discs. Considering that the Gal4 transactivator might unspecifically interfere with transcription of some genes, we deep-sequenced *da-Gal4/+* wing imaginal disc transcripts as negative control.

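Wing imaginal discs are the larval tissues from which the adult wings form. The *da-Gal4* driver produces the yeast activator Gal4 throughout the larva, and *UAS-CycG* ΔP is a Gal4-inducible transgene that encodes Cyclin G without its PEST domain. Polyadenylated RNA was sequenced as single reads of 50 bp from 3 samples of *da-Gal4*, *UAS-CycG* ΔP*/+* discs (*CycG* ΔP discs) and 3 samples of *da-Gal4/+* discs (control discs). According to the paper's methods, each sample came from 150 discs of female larvae and the replicates came from independent crosses. The same methods write the genotype as *da-Gal4/UAS-CycG* ΔP, whereas the results and S17 Table write *da-Gal4*, *UAS-CycG* ΔP*/+*. The deposited counts summed to 26877250, 21853360 and 28656578 in *CycG* ΔP replicates 1, 2 and 3, and to 30981366, 40059450 and 27821674 in control replicates 1, 2 and 3. The sums exceeded the numbers of reads used that S17 Table reports by 1.13 to 1.20 fold, and the values here use the deposited counts. With 3 samples against 3, an exact two-sided permutation test of a single value cannot give a p-value below 0.1, so single genes were tested with a model fitted across all genes.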

Sequence reads were aligned with the *D. melanogaster* genome to generate global gene expression profiles. 

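The authors aligned the reads to the dm6 genome with TopHat 2, assigned unambiguously mapped reads to Ensembl genes and deposited whole-number counts for 17478 genes, without normalization. The table holds gene identifiers that appear to be newer than the Ensembl version named in the paper's methods, so which annotation defined the counted genes is uncertain. At least 1 read was counted for 14234 of them. The paper's text does not say whether strand was used in the counting, so the counts of overlapping genes are uncertain. The 10 most abundant genes took from 9.14 to 10.9% of the counts of each library. Between replicates of a group, Pearson's r of log2 counts across genes, which are not independent replicates, ranged from 0.975 to 0.989. Every pair of replicates differed by more than the sampling noise, with a chi-square of at least 40.3 per gene, so each library was counted as 1 replicate. The first principal component held 37.6% of the variance and the second 26.3%, and the groups overlapped on both. On the first, *CycG* ΔP replicate 1 (−6.33) lay below control replicate 1 (2.50). Counts were normalized with TMM factors between 0.963 and 1.03, and the 9408 genes that passed edgeR's expression filter were tested with its quasi-likelihood test and Benjamini-Hochberg adjustment. The biological coefficient of variation was 30.0%. Expression levels are given as counts relative to the library total (CPM) after TMM normalization.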

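Of the 9408 tested genes, 134 had an edgeR adjusted p-value under 0.05, and 1385 had an unadjusted p-value under 0.05. The *CycG* ΔP and control values did not overlap for any of these 134 genes. Over all tested genes the groups did not overlap for 2073 genes (22.0%), where chance gives 10%. Expression differed by at least 2-fold for 55 of the 134 genes and by less for 79. Leaving out *CycG* ΔP replicate 3 lowered the number of deregulated genes from 134 to 11. DESeq2, the tool of the study, called 560 genes without a prior on fold changes and 526 with the prior that was the default of its version at that time. Among the genes of S7 Table, 118 were in the set of 134. All 530 genes of that table changed in the direction it gives, each with an unadjusted p-value under 0.05.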

With an adjusted p-value threshold of 0.05, we retrieved 530 genes whose expression was significantly different between *da-Gal4*, *UAS-CycG*^*ΔP*^*/+* and the *da-Gal4/+* control (S7 Table). Surprisingly, expression of *CycG* was only weakly induced in *da-Gal4*, *UAS-CycG*^*ΔP*^*/+* imaginal discs (1.3 fold). 

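The targeted gene, *CycG* (FBgn0039858), lies on the minus strand of chromosome 3R of dm6 from 31596642 to 31612664. Its expression was 978 ± 67.7 CPM (SD, n = 3) in *CycG* ΔP discs and 732 ± 51.8 CPM (SD, n = 3) in control discs, which is 1.34 fold. The log2 fold change was 0.42 (standard error 0.088, edgeR adjusted p-value 0.0909). The 3 *CycG* ΔP values were all above the 3 control values, but the difference did not pass the threshold of 0.05 over all tested genes. Across 15 alternatives the log2 fold change stayed between 0.37 and 0.47 and the adjusted p-value ranged from 0.00051 to 0.273; both DESeq2 fits passed the threshold. The counts per gene do not separate reads of the transgene from reads of the endogenous gene.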

To test the hypothesis that Cyclin G could, directly or not, regulate its own repression, we quantified expression of the endogenous *CycG* gene by RT-qPCR using primers located in the 3’UTR that were not present in the transgene. Indeed, expression of endogenous *CycG* was significantly decreased upon *CycG*^*ΔP*^ induction, suggesting that Cyclin G repressed its own expression (Fig 5A and S8 Table). 

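Of the 134 deregulated genes in *CycG* ΔP discs, 65 were up-regulated and 69 down-regulated. The 5 up-regulated genes with the largest log2 fold changes among genes with a mean of at least 1 CPM were *Acp26Aa*, *w*, *Acp26Ab*, *ppk16* and *ppk11*. Expression of *w* (X, from 2790599 to 2796466) was 776 ± 97.5 CPM in *CycG* ΔP discs and 1.11 ± 0.358 CPM in control discs (SD, n = 3 each), a log2 fold change of 9.44 (standard error 0.254, edgeR adjusted p-value 6.58e-05). The other 4 had no more than 2 reads in any control library, so only a lower limit of the fold can be given. *Acp26Aa* was at least 34.2-fold higher, *Acp26Ab* at least 19.0-fold, *ppk16* at least 62.4-fold and *ppk11* at least 24.9-fold. *ppk16* and *ppk11* share one annotated span on 2L, so their reads are hard to assign to either. The 5 down-regulated genes were *clumsy*, *Cyp6a17*, *Nep7*, *tor* and *Mhc*. *clumsy* was at least 141-fold lower and *Cyp6a17* at least 5.76-fold lower, with no more than 3 reads in any *CycG* ΔP library. For *clumsy* the limit rests on the 3 reads counted in *CycG* ΔP replicate 2, so it leaves no room for counting error. Log2 fold changes were −4.96 for *Nep7* (edgeR adjusted p-value 0.0173), −2.54 for *tor* (0.00777) and −2.34 for *Mhc* (0.0449).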

Among the 530 genes deregulated in *da-Gal4*, *UAS-CycG*^*ΔP*^*/+* imaginal discs, 216 were up-regulated and 314 down-regulated. Up-regulated genes were enriched in the Gene Ontology categories *cytoplasmic translation* and *translational initiation* whereas down-regulated genes were enriched in the category *mitochondrial respiratory chain complex* (Fig 5B and S9 Table). 

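Gene families defined by symbol stood in for the Gene Ontology categories. Of 82 tested cytoplasmic ribosomal protein genes, 66 had a log2 fold change above 0, with a median of 0.23. At an edgeR adjusted p-value under 0.05, *RpL7*, *RpL5* and *RpS3A* were up-regulated and *RpS15Ab* was down-regulated. The 39 tested translation initiation factor genes had a median of 0.14, and 5 were up-regulated. The respiratory chain family here also holds the ATP synthase genes. Of its 70 tested genes, 67 were below 0, with a median of −0.34, and 6 were down-regulated. All 10 complex IV (cytochrome-c oxidase) genes were below 0, with a median of −0.59, and *COX7A*, *COX8* and *cype* were down-regulated. These 10 genes are also among the 70, so the tests of both families are not independent. These directions held under both other scaling methods. No ribosomal protein or initiation factor gene was called up-regulated by edgeR with any 1 replicate left out. DESeq2 called 26 and 8 of them up-regulated, but it was run only with all replicates. Tested against all other genes with limma's camera at a preset correlation of 0.01, the p-values adjusted over 6 families were 9.61e-12, 3.56e-05, 5.55e-25 and 9.61e-12 for the 4 families in this order. All 4 held under fry, with adjusted p-values of 0.0395, 0.00144, 0.00277 and 0.0022. With 1 replicate left out at a time, the fry p-value of the ribosomal protein genes ranged from 0.0232 to 0.127 and was over 0.05 in 5 of the 6 fits, whereas the other 3 families stayed under 0.05. With the correlation estimated from the data, the ribosomal protein genes did not pass (adjusted p-value 0.198, raw 0.165) and the other families did (adjusted p-value 0.0378 for each). Among all tested genes, Fisher's exact test (two-sided) gave odds ratios of 5.67 (p = 0.0189) for ribosomal protein genes among up-regulated genes and 22.8 (p = 6.47e-06) for initiation factor genes, and of 13.8 (p = 1.13e-05) for respiratory chain genes among down-regulated genes. Of the genes named in the text, *RpL7* rose from 2904 ± 184 to 4036 ± 134 CPM (SD, n = 3 each), a log2 fold change of 0.47 (standard error 0.0742, edgeR adjusted p-value 0.0431). *RpL5*, which overlaps another gene, had a log2 fold change of 0.62 (standard error 0.0987, edgeR adjusted p-value 0.0432).

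**Figure D1:**
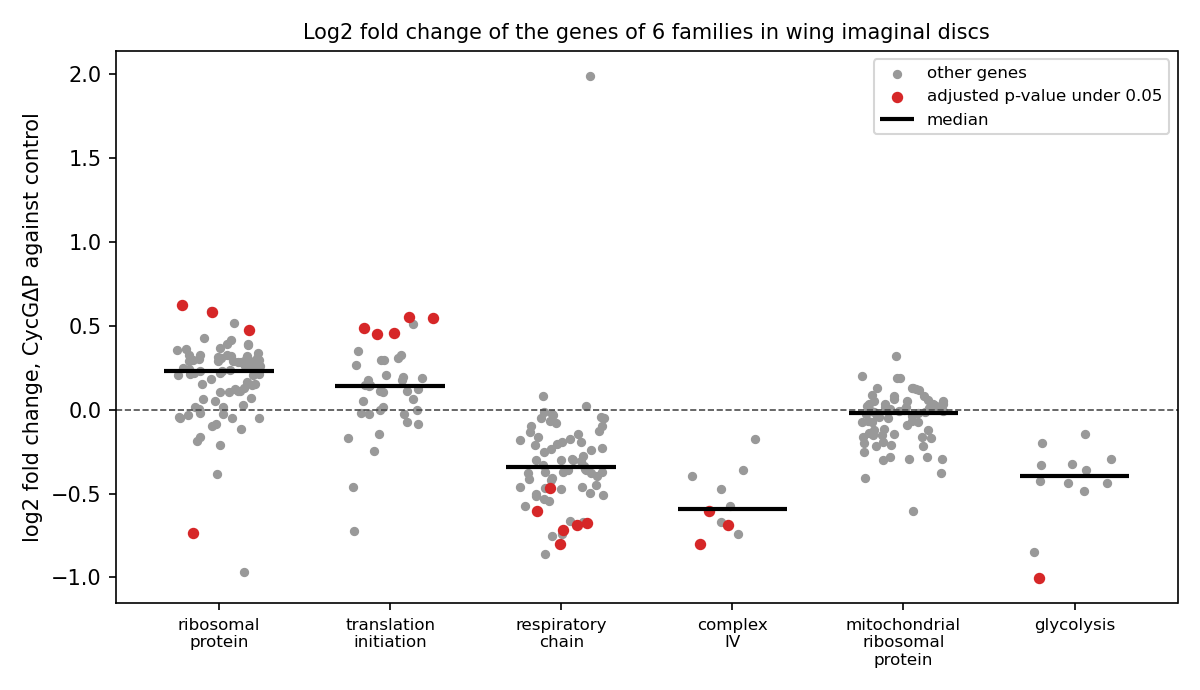
Log2 fold change between *CycG* ΔP and control discs (vertical axis) of each tested gene of 6 families (horizontal axis). Each point is a gene, red where its edgeR adjusted p-value is under 0.05, and the bar is the median, which is 0.23 for ribosomal protein genes and −0.34 for respiratory chain genes.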

By RT-qPCR, we verified that several ribosomal protein genes (*RpL15*, *RpL7* and *Rack1*) were over-expressed in *da-Gal4*, *UAS-CycG*^*ΔP*^*/+* imaginal discs (Fig 5C and S10 Table). In conclusion, *CycG*^*ΔP*^*-*induced FA correlates with activation of genes involved in translation and repression of genes involved in energy production.

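The mitochondrial ribosomal protein genes, chosen beforehand as a comparison outside both categories, showed little shift. Their median log2 fold change was −0.017 over 72 genes; none was deregulated at an edgeR adjusted p-value under 0.05, and 13 had an unadjusted p-value under 0.05 (1 up, 12 down). The camera adjusted p-value of 0.0178 did not hold under fry (0.478), and the median changed sign with upper-quartile normalization (0.00052). All 12 glycolysis genes were below 0, with a median of −0.39 and a camera adjusted p-value of 2.24e-10, which held under fry (0.0022) and with the estimated correlation (0.0378). Per library, log2 expression relative to the control mean was averaged over the genes of a family. For the respiratory chain genes this average was −0.30, −0.28 and −0.37 in *CycG* ΔP replicates 1, 2 and 3. In control replicates 1, 2 and 3 it was −0.05, −0.02 and 0.07. For the ribosomal protein genes it was 0.28, 0.17 and 0.064 against −0.0026, −0.04 and 0.04, so *CycG* ΔP replicate 3 lay close to the controls. The paper draws on the categories enriched among its up-regulated and down-regulated genes. By RT-qPCR it also found *RpL15*, *RpL7* and *Rack1* over-expressed. It concludes that fluctuating asymmetry (FA) induced by *CycG* ΔP goes with activation of translation genes and repression of energy production genes.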

**Fig 5:**
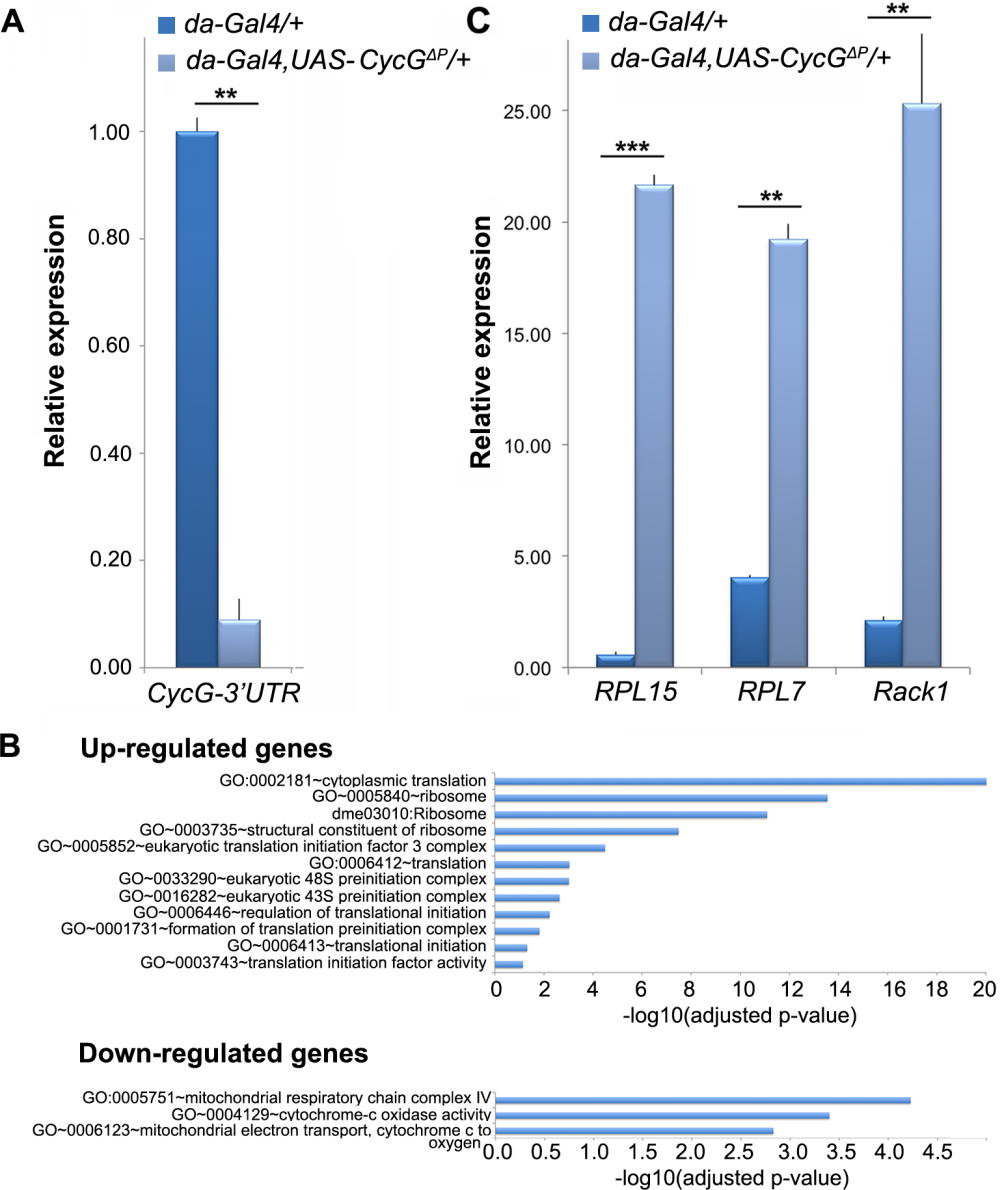
Genes deregulated in wing imaginal discs expressing *CycG*^*ΔP*^. **A–**RT-qPCR analysis of endogenous *CycG* expression in *da-Gal4*,*UAS-CycG*^*ΔP*^*/+* and *da-Gal4/+* wing imaginal discs. Expression of *CycG* was normalized on the geometric mean of *Lam* and *rin* (S8 Table). t-tests, ** p-value<0.01. Error bars correspond to standard deviations. **B–**Ontology of up-regulated and down-regulated genes in *da-Gal4*, *UAS-CycG*^*ΔP*^*/+ vs da-Gal4/+* wing imaginal discs. Gene ontology analysis was performed with DAVID (S9 Table). **C–**RT-qPCR analysis of *RPL15*, *RPL7* and *Rack1* expression in *da-Gal4*, *UAS-CycG*^*ΔP*^*/+* and *da-Gal4/+* wing imaginal discs. Expression of *RPL15*, *RPL7* and *Rack1* were normalized on the geometric mean of *Lam* and *rin* (S10 Table). t-tests, ** p-value<0.01. Error bars correspond to standard deviations. t-tests, ** p-value<0.01; *** p-value<0.001.

### Cyclin G binds the TSS of genes involved in translation and protein phosphorylation

We next sought to determine the direct transcriptional targets of Cyclin G by ChIP-seq. To do this, we took advantage of the transgenic *+/ UAS-CycG*^*ΔP*^ line in which Cyclin G was fused to a Myc tag. We performed ChIP experiments with anti-Myc antibodies using chromatin from *+/ UAS-CycG*^*ΔP*^*; da-Gal4/+* wing imaginal discs or *da-Gal4/+* wing imaginal discs (mock ChIP). 3363 significant peaks were identified (IDR < 0.05) in *+/ UAS-CycG*^*ΔP*^*; da-Gal4/+* wing imaginal discs. Among these peaks, 1045 were located on a subset of 889 genes, most of them corresponding to TSS (Fig 6A and 6B, and S11 and S12 Tables). We could not formally exclude that there were differences in Myc-Cyclin G binding and endogenous Cyclin G binding. However, the increase in *CycG* mRNA being low (1.3 fold), we assumed that the midly over-expressed exogenous *CycG*^*ΔP*^ would respect the binding pattern of the endogenous protein. 

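Per library and before TMM normalization, *CycG* had 998, 974 and 900 CPM in *CycG* ΔP replicates 1, 2 and 3 and 730, 802 and 708 CPM in control replicates 1, 2 and 3. At least 19695 reads were counted on the gene in each library, so counting error is small beside the spread between replicates. When *CycG* was adjusted over the list alone of 12 genes that the study names, its edgeR p-value was 0.00577. In this list 8 genes passed 0.05 when adjusted over the list alone, and 3 when adjusted over all tested genes. The study chose several of these genes on these samples, so the first count is not independent evidence.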

Snapshots of some TSS bound genes (*RPL7*, *RPL5*, *Rack1*, *CycG*) are shown on Fig 7. ChIP-qPCR analysis of these four genes confirmed that Cyclin G peaked on their TSS and decreased on gene body (Fig 6C and S13 Table). As endogenous *CycG* was down-regulated when *CycG*^*ΔP*^ was expressed and Cyclin G bound its own TSS, this confirmed that Cyclin G represses its own promoter.

**Fig 6:**
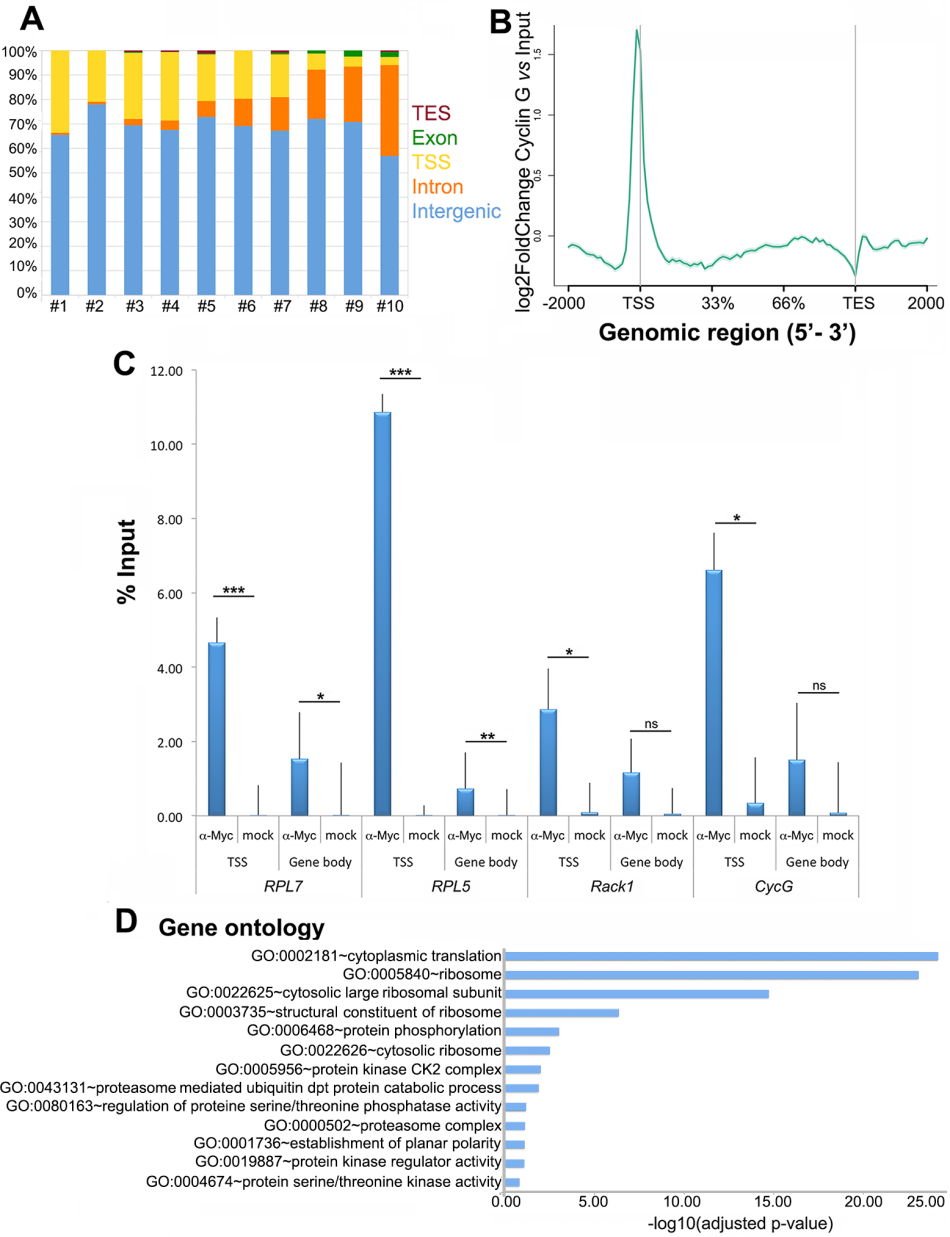
Identification of Cyclin G genome-wide binding sites in wing imaginal discs. **A–**Repartition of feature types among the 3363 decile-ranked Cyclin G peaks (S12 Table). Validated peaks were ranked based on their height (highest number of overlapping reads), and separated in ten bins before annotation. **B–**Average profile of Cyclin G signal over these genes shown as an aggregation plot. The standard error is represented as a shaded area over the curve. **C–**ChIP-qPCR analysis of *RPL7*, *RPL5*, *Rack1* and *CycG*. IPs were performed either with Myc antibody (α-Myc) to reveal the presence of Cyclin G, or with rabbit IgG as negative control (mock). qPCR were performed using oligonucleotide primers located either at the TSS or in the gene body as indicated. Error bars represent the coefficient of variation (CV) (S13 Table). **D–**Ontology of the 889 genes. Gene ontology analysis was performed with DAVID.

**Fig 7:**
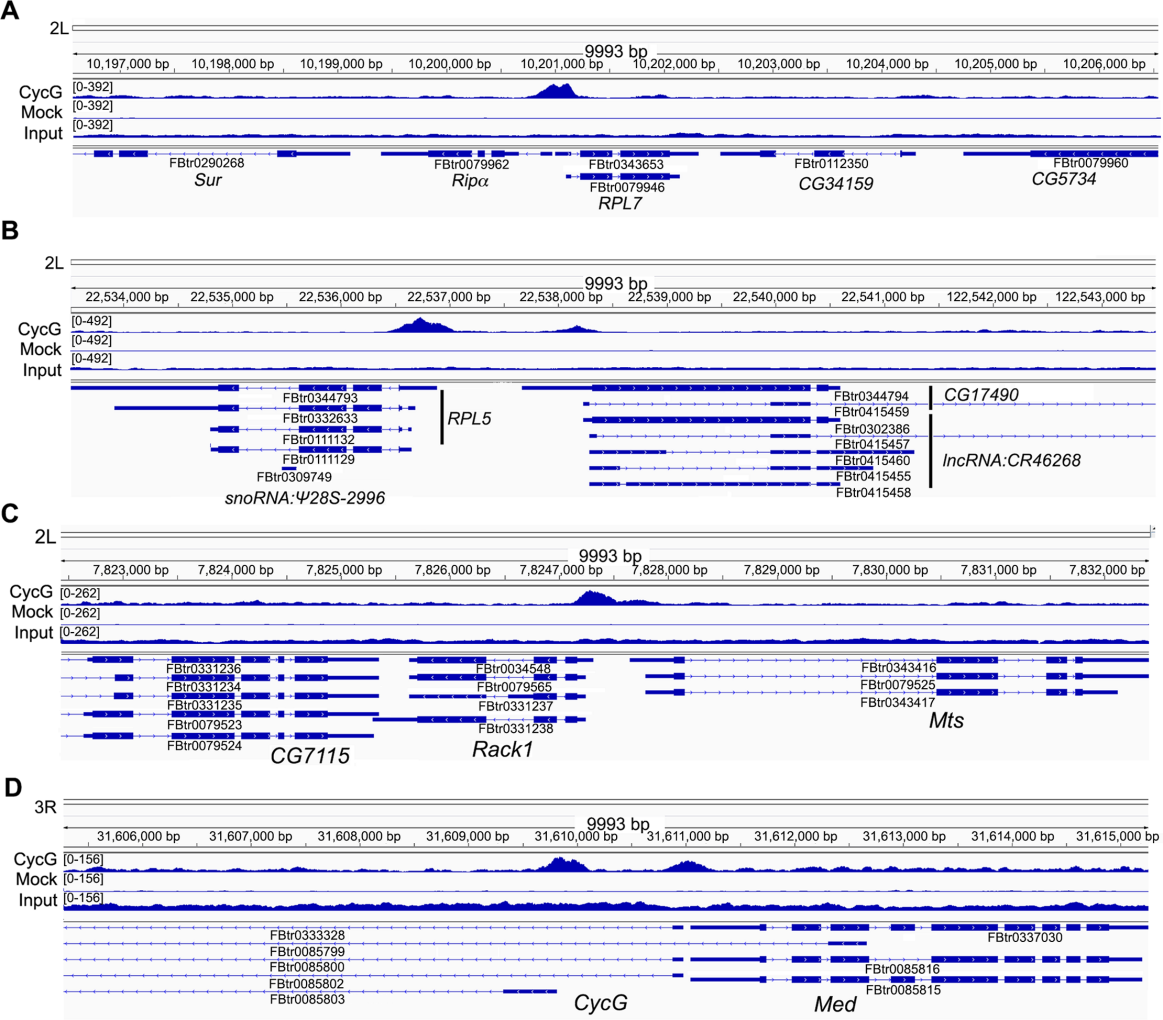
Snapshots illustrated Cyclin G ChIP-seq. Focus on *RPL7* (A), *RPL5* (B), *Rack1* (C) and *CycG* (D).

The 889 Cyclin G-bound genes were enriched in GO categories *cytoplasmic translation* and *protein phosphorylation* (Fig 6D). Comparison of the 530 genes deregulated in wing imaginal discs expressing *CycG*^*ΔP*^ with these 889 genes showed that only 62 genes were both deregulated (39 up- and 23 down-regulated) and bound by Cyclin G (S14 Table), suggesting that most of the effects on gene expression were indirect. 

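Of the 889 genes that the paper lists as bound by Cyclin G, all were found in the count table and 793 were tested. Of these, 15 had an edgeR adjusted p-value under 0.05, with 9 up-regulated and 6 down-regulated. The odds ratio of being deregulated, for bound against other tested genes, was 1.38 and did not pass the threshold (p = 0.27, Fisher's exact test, two-sided). DESeq2 gave 59 bound deregulated genes and odds ratios that passed it in Fisher's exact test, 1.40 without the prior (p = 0.0239) and 1.41 with it (p = 0.0188). With no filter on low counts, Fisher's exact test gave an odds ratio of 2.10 (p = 0.0235), and p ranged from 0.00427 to 1 over the alternatives. All 15 genes are among the 62 genes of S14 Table, and all 62 changed in the direction that the paper gives. From the small overlap between bound and deregulated genes, the paper proposes that most of the effects on expression are indirect.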

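Within the 793 tested genes bound by Cyclin G, 46 were ribosomal protein genes. Of these, *RpL7*, *RpL5* and *RpS3A* were among the 9 genes that were both bound and up-regulated at an edgeR adjusted p-value under 0.05 (odds ratio 8.56, p = 0.012, Fisher's exact test, two-sided, background of tested bound genes). With upper-quartile normalization only 1 ribosomal protein gene was called among them and Fisher's exact test gave an odds ratio of 3.29 (p = 0.302). Of the complex IV genes, 3 were bound and 1 of these was down-regulated. The median log2 fold change was 0.22 for the 46 bound ribosomal protein genes and 0.26 for the 36 not listed as bound (difference −0.03, p = 0.497, permutation test, two-sided, 10000 resamples).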

Strikingly, the 39 up-regulated genes were significantly enriched in the GO category *translation* (GO:0002181~cytoplasmic translation, 14 genes, enrichment score: 12.31, adjusted p-value 2.07E-16) and the 23 down-regulated ones in the GO category *cytochrome-c oxidase activity* (GO:0004129~cytochrome-c oxidase activity, 3 genes, enrichment score: 2.01, adjusted p-value 4.40E-02).

### Cyclin G-bound genes are enriched in PRC1 and Asx

Using published datasets, we analysed the correlation between regions bound by Cyclin G in +/*UAS-CycG*^*ΔP*^*; da-Gal/+* imaginal discs and those enriched in PRC1, or PR-DUB components, RNAPolII, or H3K27me3 in wild type wing imaginal discs (S15 Table). Cyclin G-bound regions were significantly exclusive from H3K27me3, corroborating previous results [31]. The same comparisons were performed gene-wise and gave the same results (Fig 8). Importantly, 78% of Cyclin G-bound genes were also bound by RNAPolII and Pc. We cannot exclude that Cyclin G might co-localize with PRC1 in some cells and with RNAPolII in others. Alternatively, Cyclin G-bound genes might be simultaneously bound by PRC1 and RNAPolII. Considering RNAPolII as a proxy for transcriptional activity, and given that PRC1 has the ability to block transcriptional initiation [39], these genes would be most probably paused. Cyclin G also shared many target genes with Asx but, though Asx and Calypso belong to the PR-DUB complex, Cyclin G did not share binding sites with Calypso. This indicates either that the interaction between Cyclin G and Asx destabilizes the PR-DUB complex or that it takes place outside PR-DUB.

**Fig 8:**
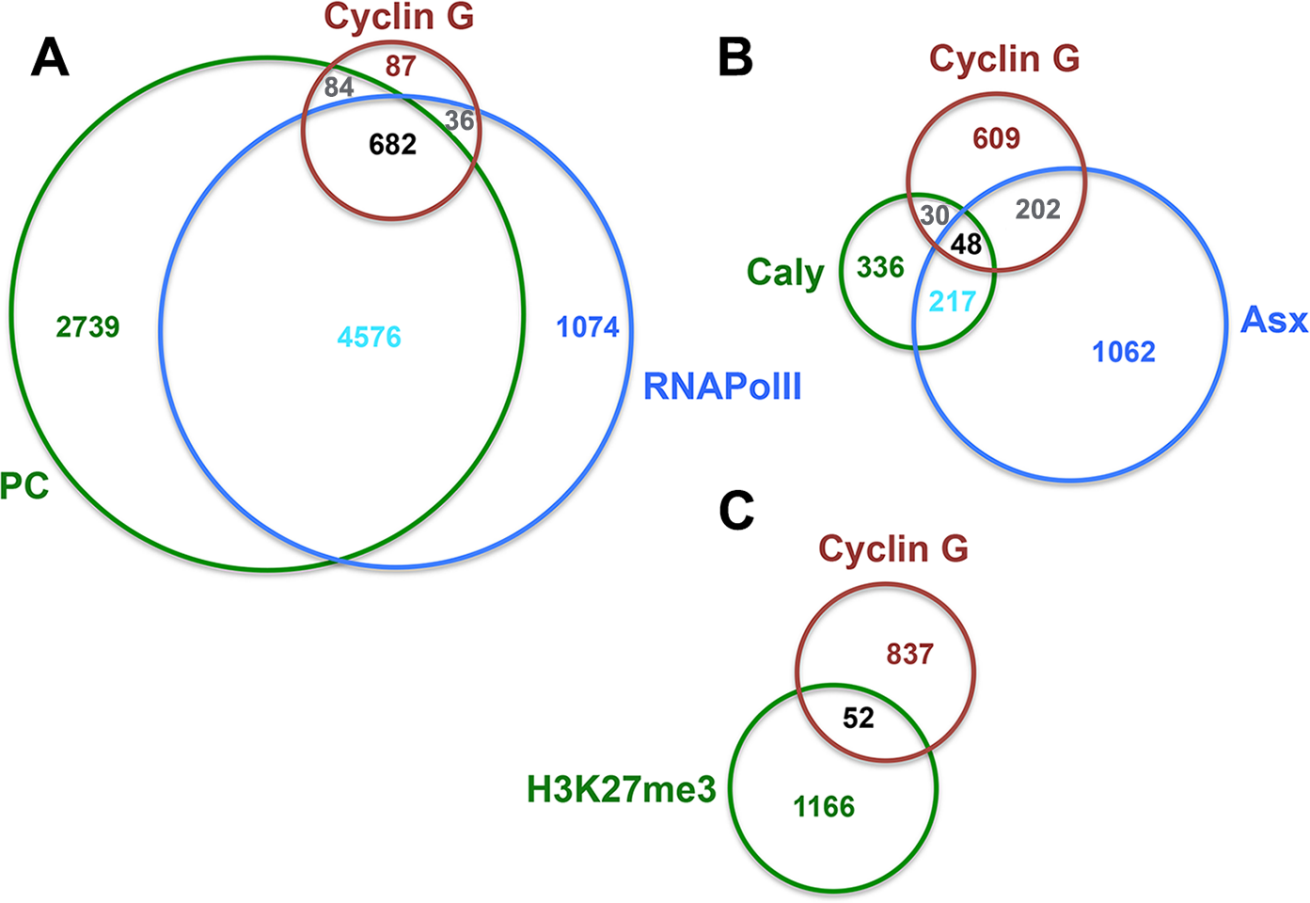
Cyclin G shares target genes with PRC1, Asx and RNAPolII but not with Calypso. Venn diagrams showing the intersection between Cyclin G-bound genes in *+/ UAS-CycG*^*ΔP*^*; da-Gal4/+* wing imaginal discs with Pc and RNAPlII (A), Asx and Calypso (B), and K3K27me3 (C) in wild-type wing imaginal discs.

### Cyclin G is a hub in the wing imaginal disc network

These genome-wide analyses indicate that Cyclin G coordinates the expression of genes involved in translation and energy production. However, only a few Cyclin G-bound genes were deregulated in *da-Gal4*, *UAS-CycG*^*ΔP*^*/+* imaginal discs. 

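Among tested genes, 1.89% of the bound genes and 1.38% of the others were deregulated at an edgeR adjusted p-value under 0.05. The median log2 fold change was 0.048 over bound genes and 0.0076 over the others. Of 11 bound respiratory chain genes, 2 were down-regulated, and their median of −0.39 differed little from the −0.33 of the respiratory chain genes not listed as bound (p = 0.514, permutation test, two-sided, 10000 resamples).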

To better understand how Cyclin G orchestrates target gene expression, we developed a systems biology approach. We first built an interactome based on genes expressed in control *da-Gal4/+* wing imaginal discs (with a cutoff of 10 reads). 

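In the 3 control libraries, 9437 genes had a mean of at least 10 reads. With the same minimum, 8735 genes passed in every control library and 9954 in at least 1. The deposited normalized counts gave 9311 genes, and the sum over the libraries gave 10786. With each control library left out in turn the number ranged from 9255 to 9538. Of the 530 genes of S7 Table, 524 were among the 9437.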

Edges corresponding to protein-protein interactions (PPI) and transcription factor-gene interactions (PDI) were integrated into this interactome through DroID [40]. The resulting wing imaginal disc interactome, further called the WID network, was composed of 9,966 nodes (proteins or genes) connected *via* 56,133 edges (interactions) (WID.xmml). We then examined the position of Cyclin G in this network. Betweenness centrality—*i*.*e*. the total number of non-redundant shortest paths going through a certain node–is a measure of centrality in a network [41]. A node with a high betweenness centrality could control the flow of information across the network [42]. With 8.32E-03, Cyclin G had one of the highest value of betweenness centrality of the network, ranking at the 30^th^ position among the 9,966 nodes. This suggests that Cyclin G represents a hub in the WID network.

In order to isolate a connected component of the WID network that showed significant expression change when *CycG*^*ΔP*^ is expressed, we introduced the expression matrix describing expression of the 530 significantly deregulated genes in the WID network. We next used JactiveModules to identify sub-networks of co-deregulated genes [43]. A significant sub-network of 222 nodes and 1069 edges centred on Cyclin G was isolated (Z score 48.53). This sub-network was laid out according to functional categories (Fig 9, CycG_subnetwork.xmml). 

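Gene symbols were read from the translation module of Fig 9, and all 33 were tested. Of these, 29 had a log2 fold change above 0, with a median of 0.46. At an edgeR adjusted p-value under 0.05, 15 were up-regulated and 1 was down-regulated; with DESeq2, 26 were up-regulated. Among the 15 is *fs(1)K10*, for which counts per gene do not show whether the reads come from the gene or from transgene sequence. The members were chosen on these samples, 30 of them being in S7 Table, so no set test was made.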

Four modules composed of genes respectively involved in transcription, mitochondrial activity, translation, and metabolism, were found to be highly connected to Cyclin G. Strikingly, the “translation” module was mainly composed of genes up-regulated in *da-Gal4*, *UAS-CycG*^*ΔP*^*/+* wing imaginal discs. 

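All 26 genes read from the mitochondrion module of Fig 9 had a log2 fold change below 0, with a median of −0.50, and 8 of them were down-regulated at an edgeR adjusted p-value under 0.05. In the metabolism module 51 symbols were read, 50 were matched and 49 were tested. Of these, 35 were below 0, with a median of −0.44. The edgeR test called 14 of them down-regulated and 5 up-regulated. As for the other module, most members are in S7 Table (25 and 43).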

On the contrary, the “mitochondrion” and “metabolism” modules were mainly composed of genes down-regulated in *da-Gal4*, *UAS-CycG*^*ΔP*^*/+* wing imaginal discs. Interestingly, Cyclin G-bound genes in this sub-network were enriched in genes bound by the PRC1 proteins Pc, Ph and Psc, as well as by RNAPolII, and to a lesser extent by Asx (Fig 10).

**Fig 9:**
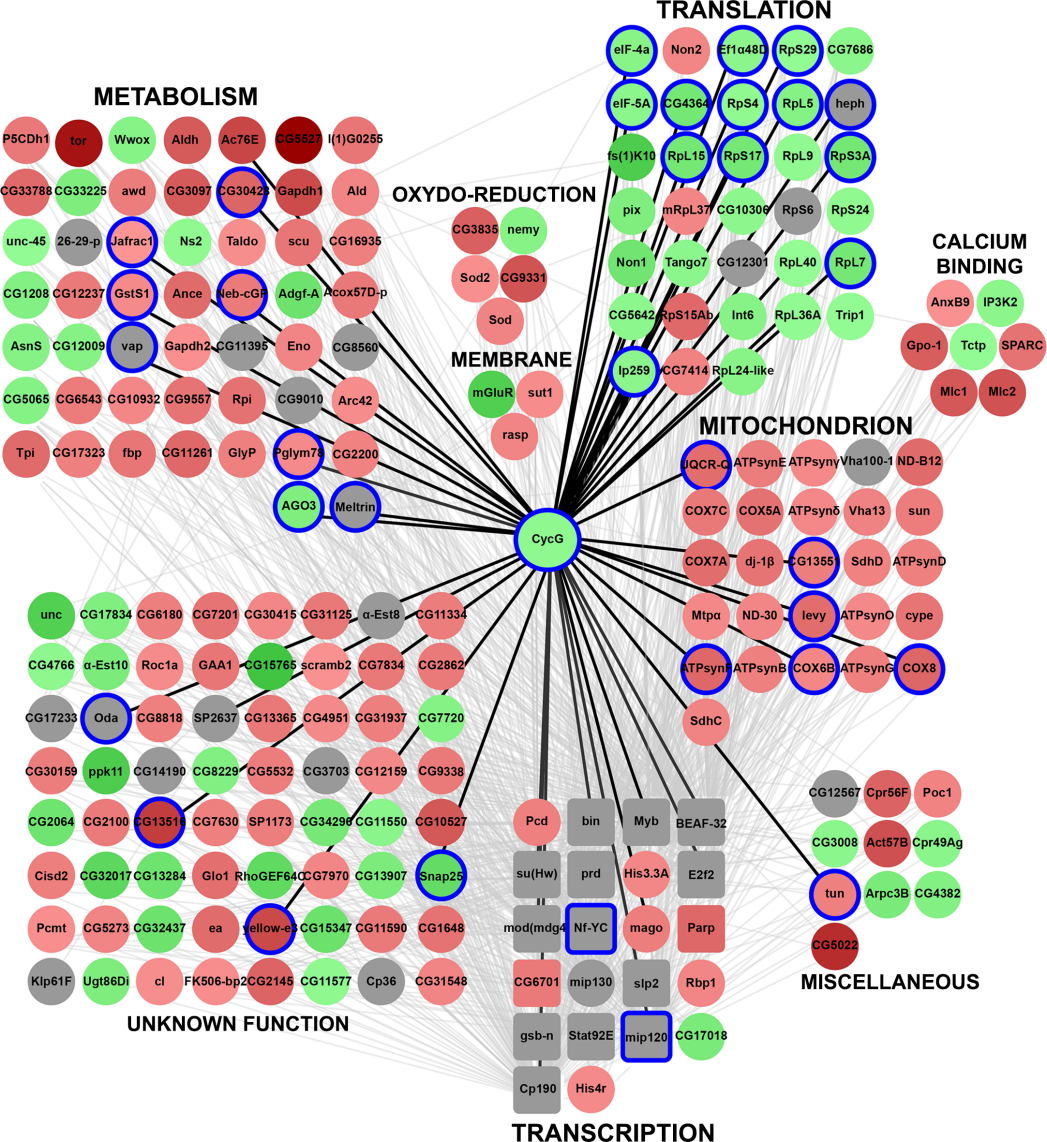
Functional subnetwork identified in wing imaginal discs expressing *CycG*^*ΔP*^. Schematic representation of a sub-network of 222 genes centred on Cyclin G (CycG_subnetwork.xmml) and identified using JactiveModules (Z score 48.53). In this sub-network, 65 genes were up-regulated in *da-Gal4*, *UAS-CycG*^*ΔP*^ *vs da-Gal4/+* wing imaginal discs (green gradient), 124 genes were down-regulated (red gradient), and 33 genes were not significantly deregulated (grey). Genes bound by Cyclin G are circled in blue. Transcription factor genes are represented by squares. Genes were clustered depending on their function. Black edges correspond to interactions discovered in the present study. Grey edges correspond to interactions described in the literature and imported into the WID network using DroID.

**Fig 10:**
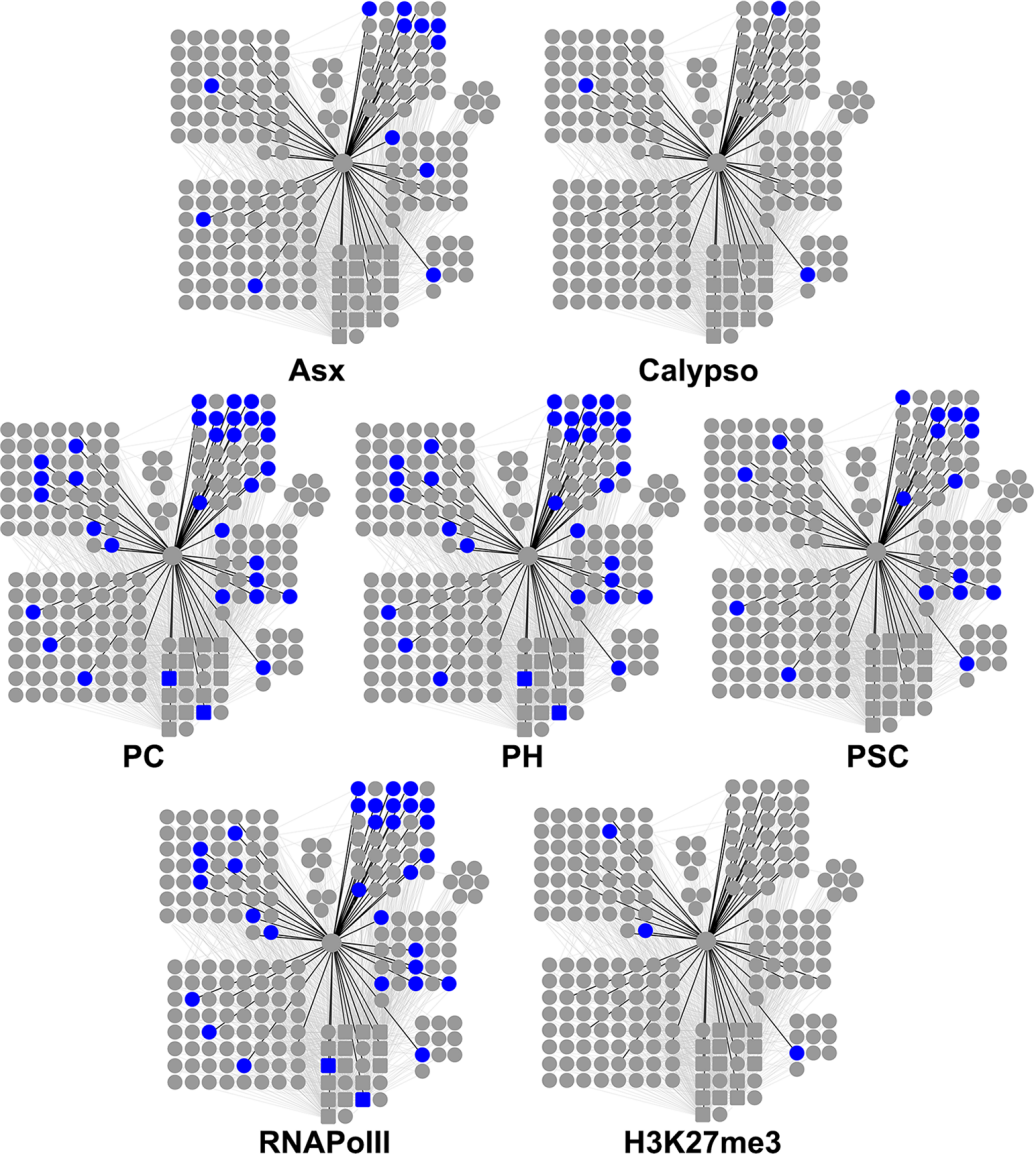
Genes bound by Asx, Calypso, Pc, Ph, Psc, or RNAPolII, or enriched in H3K27me3 in the sub-network of 222 genes centred on Cyclin G. Bound genes are represented in blue.

## Discussion

The *CycG* gene of *D*. *melanogaster* encodes a cyclin involved in transcriptional control, cell growth and the cell cycle [26,28,38]. Mild overexpression of Cyclin G induces high fluctuating asymmetry (FA), notably of wings, providing a unique tool to investigate the genetic bases of developmental stability [6,7]. Cyclin G interacts physically with two chromatin regulators of the Enhancers of Trithorax and Polycomb family (ETP), and genetically with *Polycomb-group* (*PcG*) genes [31]. This prompted us to examine the role of these interactions in developmental stability and to investigate deeply the function of Cyclin G in transcriptional regulation.

### Cyclin G maintains developmental stability through an organ-autonomous process that involves the PRC1 and PR-DUB complexes

*CycG-*induced wing FA only occured when the deregulation was local, *i*.*e*. in wing imaginal discs. Although we cannot exclude that Cyclin G induces expression of a systemic factor that is released into the haemolymph, our observations suggest that *CycG* maintains developmental stability through an organ-autonomous mechanism which would not involve the *Dilp8/Lgr3* pathway. Many Cyclin G targets in the wing imaginal discs are also bound by PRC1, by Asx and by RNAPolII, but are not enriched in H3K27me3. In agreement, mutations in PRC1 and PR-DUB, but not in PRC2, strongly increase *CycG-*induced FA. We did not observe any significant overlap between Cyclin G-bound genes and binding sites for Calypso, the second component of PR-DUB. Yet, *caly* mutations also strongly increase *CycG*-induced FA. Thus, the role of PR-DUB in this context remains to be clarified. PRC1 and PR-DUB contain antagonistic enzymes (Sce/dRing and Calypso) that respectively ubiquitinates and deubiquitinates H2AK118. However, the global level of H2AK118 ubiquitination is not modified in tissues where Cyclin G isoforms are overexpressed suggesting that this epigenetic mark is not involved in developmental stability. Cyclin G targets strikingly remind the neo-PRC1 targets described in [44]. Indeed, PRC1 components are redeployed during development and control these neo-PRC1 targets that are robustly transcribed, not enriched in H2AK118ub, and on which PRC1 is recruited independently of PRC2 [44]. It was proposed that PRC1 limits the expression of these neo-PRC1 genes that are mainly involved in cell proliferation, cell signaling and polarity, thus explaining its tumor suppressor role [44]. Hence, Cyclin G might participate with PRC1 and PR-DUB in the control of these neo-PRC1 genes and this might be important for developmental stability.

### Deregulation of genes involved in translation, metabolism and mitochondrial activity correlates with perturbation of developmental stability

*Drosophila* Cyclin G and the two vertebrate G-type cyclins, CCNG1 and CCNG2 exhibit a complex relationship to growth, on the one hand promoting it, [45–48] and on the other hand, slowing down or even blocking the cell cycle [26,49–52]. Accordingly, we found that Cyclin G controls a small regulatory sub-network connecting genes involved in metabolism, mitochondrial activity and translation. Notably, many genes involved in basic metabolism, such as *Gapdh1*, *Gapdh2* or *Jafrac1*, are down-regulated in the *CycG*^*ΔP*^ context, which also agrees with the small mean size of *CycG*^*ΔP*^ flies, organs and cells. 

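*Gapdh1* (FBgn0001091, 2R, from 7791901 to 7793380 of dm6) fell from 335 ± 11.7 CPM in control discs to 167 ± 7.97 CPM in *CycG* ΔP discs (SD, n = 3 each). Its log2 fold change was −1.0 (standard error 0.0705, edgeR adjusted p-value 0.00437) and stayed between −1.04 and −0.98 across 15 alternatives. *Gapdh2* (FBgn0001092, X, from 15868145 to 15869661) fell from 1075 ± 31.9 to 878 ± 16.5 CPM (SD, n = 3 each), a log2 fold change of −0.29 (standard error 0.0637, edgeR adjusted p-value 0.0992). *Jafrac1*, which the annotation names *Prx2* (FBgn0040309, X, from 13329824 to 13331994), fell from 464 ± 10.3 to 393 ± 20.4 CPM (SD, n = 3 each), a log2 fold change of −0.24 (standard error 0.0703, edgeR adjusted p-value 0.186). The groups did not overlap for any of the 3 genes. *Gapdh2* and *Jafrac1* did not pass the threshold of 0.05, and passed it in both DESeq2 fits, with adjusted p-values over the alternatives from 2.25e-06 to 0.331 and from 0.00128 to 0.473.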

A large scale analysis of the *Drosophila* wing imaginal disc proteome has recently shown that wing size correlates with some basic metabolic functions, positively with glucose metabolism and negatively with mitochondrial activity, but not with ribosome biogenesis [53]. However, in *CycG*^*ΔP*^ flies while mitochondrial genes are negatively regulated, ribosomal biogenesis genes are simultaneously positively regulated. Although transcriptome variations are probably not a direct image of proteome variations, our data suggest that robustness of wing size correlates with the fine-tuning of these key functions relative to each other. Corroborating our study, a mutant for the AAA mitochondrial protease FTSH4 in *Arabidospsis thaliana* displays high variability of sepal size and shape associated with early ROS production [54]. Furthermore, a recent analysis of human mesothelioma cells also points to a role of BAP1 and the PR-DUB complex in mitochondrial function and ROS homeostasis [55]. It will be important in the future to understand how epigenetic control of genes involved in mitochondrial activity and control of growth impact developmental stability and how deregulation of these processes might lead to cancer.

## Materials and methods

### Plasmids

The *pPMW-attB* plasmid was built as follows: the Gateway vector *pPMW* [56] was linearized by digestion with *NsiI*; the *attB* sequence was amplified from *pUASTattB* [57] (using primers *attB-NsiIF* and *attB-NsiIR* (S16 Table) and the PCR product was digested with *NsiI*; the digested PCR product and the linearized plasmid were ligated and sequenced. This plasmid was deposited at Addgene (plasmid # 61814).

The full-length *CycG* cDNA (*CycG*^*FL*^, encoding the 566 amino-acid protein) was amplified from S2 cell cDNAs using primers *CycGnF* and *CycGnR*. cDNAs encoding truncated forms of Cyclin G (*CycG*^*ΔP*^, Cyclin G deleted of the putative PEST domain corresponding to amino-acids 542 to 566; *CycG*^*ΔE*^, Cyclin G deleted of the ETP-interacting domain corresponding to amino-acids 1 to 130; *CycG*^*ΔEΔP*^, Cyclin G deleted of both domains) were amplified from the full-length *CycG* cDNA using primers *CycGnF* and *CycG541R*, *CycG130F* and *CycGnR*, and *CycG130F* and *CycG541R*, respectively (S16 Table). The PCR products were cloned into *pENTR/D-TOPO* (Invitrogen), transferred into *pPMW-attB* and the resulting plasmids *pPMW-attB-CycG*^*FL*^, *pPMW-attB-CycG*^*ΔP*^, *pPMW-attB-CycG*^*ΔE*^, *pPMW-attB-CycG*^*ΔEΔP*^ were sequenced.

### *Drosophila melanogaster* strains and genetics

Flies were raised on standard yeast-cornmeal medium at 25°C.

*UAS-Myc-CycG* transgenic lines were obtained by *PhiC31*-integrase mediated insertion into strain *y*^*1*^*M{vas-int*.Dm}ZH-2Aw^*^;M{3xP3-RFP.*attP'}ZH-51C* (stock BL-24482). Plasmids *pPMW-attB-CycG*^*FL*^, *pPMW-attB-CycG*^*ΔP*^, *pPMW-attB-CycG*^*ΔE*^ and *pPMW-attB-CycG*^*ΔEΔP*^ were injected into embryos, G0 adults were back-crossed to *yw*, and G1 transformants were crossed to *yw* again to obtain G2 transformants (BestGene Inc.). Transformants were individually crossed with *yw; Sp/CyO*, and the curly wing siblings were crossed with each other. Homozygous transgenic lines were then obtained by crossing 5 females and 5 males. The resulting lines were named *UAS-CycG*^*FL*^, *UAS -CycG*^*ΔP*^, *UAS-CycG*^*ΔE*^ and *UAS -CycG*^*ΔEΔP*^.

Gal4 drivers used were *daughterless-Gal4* (*da-Gal4*), *engrailed-Gal4* (*en-Gal4*, *nubbin-Gal4* (*nub-Gal4*), *optomotor-blind-Gal4* (*omb-Gal4*), *rotund-Gal4* (*rn-Gal4*), *scalloped-Gal4* (*sd-Gal4*), *teashirt-Gal4* (*tsh-Gal4*), *vestigial-Gal4* (*vg-Gal4*) (from the Bloomington *Drosophila* stock center), and *Insulin-like peptide 3-Gal4* (*dILP3-Gal4*), *neuropeptide F-Gal4* (*NPF-Gal4)*, *Pigment-dispersing factor-Gal4* (*Pdf-Gal4*), *period-Gal4* (*per-Gal4*), *phantom-Gal4* (*phm-Gal4*), *Prothoracicotropic hormone-Gal4* (*Ptth-Gal4*), *R10B09-Gal4* (kind gifts from Dr M. Dominguez’s lab).

To generate clones, the strain *hs-flp; tub>stop>Gal4*, *UAS-GFP/CyO* (a kind gift of Dr. M. Gho) was crossed with the *UAS-CycG* strains. After 24h of egg-laying, embryos were allowed to develop 24h. Then, they were heat-shocked at 37°C during 1h, allowed to develop 24h more, and heat-shocked a second time at 37°C during 1h.

The *da-Gal4*, *UAS-CycG*^*ΔP*^ third chromosome, obtained by recombination of *da-Gal4* with the original *UAS-CycG*^*ΔP*^ transgene (*RCG76*), was used to test genetic interactions between *CycG* and several *PcG* or *ETP* mutations [31]. *PcG* and *ETP* alleles used are described in Table 1.

For FA analyses, five replicate crosses were performed for each genotype, wherein 6 females carrying a Gal4 driver were mated with 5 males carrying a *CycG* transgene. Parents were transferred into a new vial every 48h (three times) then discarded. Thirty females were sampled from the total offspring of the desired genotype. For genetic interactions with *PcG* or *ETP* mutants, crosses were performed similarly except that 6 *PcG* or *ETP* mutant females were mated either with 5 *da-Gal4*, *UAS-CycG*^*ΔP*^ males, or with 5 *da-Gal4* males as control.

### Morphometrics

Right and left wings of 30 sampled females were mounted on slides, dorsal side up, in Hoyer’s medium. Slides were scanned with a Hamamatsu Nanozoomer Digital Slide scanner. Wing pictures were exported into tif format using NDP.view. All wings were oriented with the hinge to the left. Image J was used to digitize either landmarks 3 and 13 to measure wing length, or the 15 landmarks to measure more accurately wing centroid size when indicated (S2 Fig). All wings were measured twice. Analysis of wing size FA, the variance of the difference between the left and the right wing in a population, was performed as described previously [6]. The FA10 index was used to estimate FA, *i*.*e*. FA corrected for measurement error, directional asymmetry and inter-individual variation [9]. For all genotypes, the interaction individual*side was significant, indicating that FA was larger than measurement error. F-tests were performed to compare the different genotypes.

### Immunostaining of polytene chromosomes and wing imaginal discs

Immunostainings were performed as described in [31]. Primary anti-H2AK119ub antibodies (Cell Signaling D27C4) were used at a 1:40 dilution.

### RNA-seq experiments and RT-qPCR validations

Wing imaginal discs from *da-Gal4/UAS-CycG*^*ΔP*^ and *da-Gal4/+* third instar female larvae were dissected, and total RNAs were extracted as previously described except that 150 discs homogenized by pipetting were used for each extraction [58]. Three biological replicates (wing imaginal discs dissected from three independent crosses) were generated for each genotype. Library preparation and Illumina sequencing were performed at the ENS Genomic Platform (Paris, France). PolyA RNAs were purified from 1 μg of total RNA using oligo(dT). Libraries were prepared using the TruSeq Stranded mRNA kit (Illumina). Libraries were multiplexed by 6 on 2 flowcell lanes. 50 bp single read sequencing was performed on a HiSeq 1500 device (Illumina). Number of reads are shown on S17 Table. 

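S17 Table reports from 19300000 to 34000000 used reads per library. These numbers are the paper's. In 4 of the 6 libraries the numbers that it lists as uniquely and multiply aligned sum to more than the total number of reads, so no share of multiply aligned reads was computed from it. The size factors behind the deposited normalized counts ranged from 0.741 to 1.40 and were the same as those computed from the deposited counts.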

Reads were aligned with the *D*. *melanogaster* genome (dm6, r6.07) using TopHat 2 (v2.0.10) [59]. Unambiguously mapping reads were then assigned to genes and exons described by the Ensembl BDGP5 v77 assembly, by using the “summarizeOverlaps” function from the “GenomicAlignments” package (v 1.2.2) in “Union” mode [60]. Library size normalization and differential expression analysis were both performed with DESeq 2 (v 1.6.3). Genes with adjusted p-value below 0.05 were retained as differentially expressed [61]. Gene Ontology analysis was performed using DAVID [62].

For RT-qPCR validations, RNAs were extracted from wing imaginal discs and treated with Turbo DNAse (Ambion). cDNA were synthesized with SuperScript II Reverse transcriptase (Invitrogen) using random primers. RT-qPCR experiments were carried out in a CFX96 system (Bio-Rad) using SsoFast EvaGreen Supermix (Bio-Rad). Two biological replicates (cDNA from wing imaginal discs of larvae coming from independent crosses) and three technical replicates (same pool of cDNA) per biological replicate were performed for each genotype. Expression levels were quantified with the Pfaffl method [63]. The geometric mean of two reference genes, *Lamin* (*Lam*) and *rasputin* (*rin*), the expression of which did not vary when *CycG*^*ΔP*^ was expressed, was used for normalization [64]. Sequences of primer couples are listed in S16 Table.

An interactome was built using Cytoscape (v 2.8.3) and the DroID plugin (v 1.5) to introduce protein-protein and transcription factor-gene interactions [40]. The jActiveModules plugin (v 2.23) was used to find sub-networks of co-deregulated genes in the interactome by using “overlap threshold” 0.8, “score adjusted for size”, and “regional scoring” [43].

### ChIP-seq experiments and ChIP-qPCR validations

Wing imaginal discs from *+/UAS-CycG*^*ΔP*^*; da-Gal4/+* and *da-Gal4/+* third instar female larvae were used for ChIP-seq experiments. 600 wing imaginal discs were dissected (taking one disc per larva) in Schneider medium and aliquoted per 50 on ice. The 12 microtubes were treated as described in [58] with minor modifications. Discs were fixed at 22°C. 12 sonication cycles were performed (Diagenode Bioruptor sonifier; cycles of 30'' ON, 30'' OFF, high power). After centrifugation, the 12 supernatants were pooled, homogenized, and 2% were kept (Input). The remaining fragmented chromatin was redistributed into 12 tubes and each tube was adjusted to 1 mL with 140 mM NaCl, 10 mM Tris-HCl pH 8.0, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, 0.1% BSA, Roche complete EDTA-free protease inhibitor cocktail. For immunoprecipitation, 3 μg of anti-Myc antibody (Abcam 9132) were added per tube. Two biological replicates were performed for *+/UAS-CycG*^*ΔP*^*; da-Gal4/+* and one for *da-Gal4/+*.

Library preparation and Illumina sequencing were performed at the ENS Genomic Platform (Paris, France). Libraries were prepared using NEXTflex ChIP-Seq Kit (Bioo Scientific), using 38 ng of IP or Input DNA. Libraries were multiplexed by 10 on one flowcell run. 75 bp single read sequencing was performed on a NextSeq 500 device (Illumina). Reads were filtered by the "fastq_quality_filter" command from the "fastx-Toolkit" package (http://hannonlab.cshl.edu/fastx_toolkit/), using a threshold of 90% bases with mapping quality ≥ 20. Reads are shown on S18 Table. Those that successfully passed the filtering step were aligned to the *D*. *melanogaster* genome (dm6, r6.07) using Bowtie 2 (http://bowtie-bio.sourceforge.net/bowtie2/) (v 2.1.0) with default parameters [65]. Peaks were called by MACS2 (v 2.1.0) by comparing each ChIP to its input library, with fragment size fixed at 110 bp and otherwise default parameters [66]. Peak reproducibility between the two biological replicates was then analysed with the IDR method (https://www.encodeproject.org/software/idr/) [67]. Briefly, an IDR score was assigned to each peak by the "batch-consistency-analysis" function, using the recommended parameters for MACS peaks (peak ranking based on p-value). Peaks below the 0.05 threshold were considered reproducible. The overlapping reproducible peaks from both replicates were fused using the BEDtools suite "merge" function [68], resulting in the final list of peaks kept for subsequent analysis. Cyclin G-bound genes were defined as genes from the genome annotation file (dm6, r6.07) which overlapped at least one of these Cyclin G peaks, as obtained by the BEDtools suite "intersect" function.

For ChIP-qPCR validations, ChIPs were performed similarly with the anti-Myc antibody. Rabbit IgG (Diagenode) were used as negative control (mock). qPCR experiments were carried out in a CFX96 system (Bio-Rad) using SsoFast EvaGreen Supermix (Bio-Rad). Three biological replicates–three technical replicates per biological replicate–were performed for each antibody and for the Input. Sequences of primer couples are listed in S16 Table. Data were normalized against Input chromatin.

Heatmaps and aggregation plots of Cyclin G signal over gene bodies and TSS were generated using the ngsplot package. (https://github.com/shenlab-sinai/ngsplot) [69]. Some genes with spurious signal (such as genes from the histone complex) were excluded from the analysis based on signal uniformity over the full length of the gene (cumulative derivative of Cyclin G signal over gene length = 0).

### Genomic association

Genomic loci enriched for Polycomb (Pc), Posterior Sex Comb (Psc), Polyhomeotic (Ph), RNA Polymerase II (RNAPolII) and H3K27me3 in wild type imaginal discs of third instar larvae were retrieved from GEO (GSE42106) [70–71] (H3K27me3_WholeWingDisc GSM1032567, PcRJ_AnteriorWingDisc GSM1032571, PcRJ_PosteriorWingDisc GSM1032574, Ph_WholeWingDisc GSM1032576, PolII_WholeWingDisc GSM1032577, Psc_WholeWingDisc GSM1032578. Binding sites for Pc in the whole wing disc were defined as the overlap between Pc binding sites in the anterior and posterior wing disc compartment, as obtained by the BEDtools "intersect" function. For Asx and Calypso, the bed files were a kind gift from Dr. J. Müller [34]. The mappability file for dm6 genome with 25 nt reads (the smallest size in the compared data) was generated using the Peakseq code (http://archive.gersteinlab.org/proj/PeakSeq/ Mappability_Map/Code). The overall size of the mappable genome was used as the effective genome size for the GAT software (https://github.com/AndreasHeger/gat) to assess the significance of the overlap between peaks of Cyclin G and other factors [72]. As GAT performs a two-tailed test, it displays low p-values both for significant overlap and exclusion (as between Cyclin G and H3K27me3).

Gene overlap significance assessment was made as follows: under the null hypothesis, genes that are enriched for Asx, Calypso, Pc, Psc, Ph, RNAPolII or H3K27me3 in wild type imaginal discs of third instar larvae should not exhibit any bias towards Cyclin G targets. Thus, the overlap between **n** enriched genes and **K** Cyclin G targets genes should be explained by random sampling without replacement of **n** genes within the total amount **N** of *D*. *melanogaster* genes. The amount of overlap under the null hypothesis **X** follows a hypergeometric law: *X*~*HY*(*K,N,n*). The significance of the observed overlap **k** was computed as the probability of observing **X** higher or equal to **k** under the null hypothesis: P(X ≥ k).

### Accession numbers

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [70] and are accessible through GEO Series accession number GSE99462 for RNA-seq, and GSE99461 for ChIP-seq.

## Supporting information

S1 Fig Western blots showing the Myc tagged transgenic proteins. Top: Membranes were stained with Ponceau red.
Bottom: The same membranes were incubated first with the anti-Myc antibody (left) or the anti-tubulin antibody (right), second with an HRP secondary antibody, then revealed with the Pierce ECL western blotting substrate.
20 μg of proteins from *da-Gal4>UAS-CycG*^*FL*^, *da-Gal4>UAS-CycG*^*ΔP*^, *da-Gal4>UAS-CycG*^*ΔEΔP*^, *da-Gal4>UAS-CycG*^*ΔE*^, or *yw* third instar larvae were loaded per track.
(TIF) Click here for additional data file.

S2 Fig Acquisition of morphometric data. Red dots show the 15 landmarks digitized on the wings. The coordinates of these landmarks were obtained from the left and right wings of 30 females randomly sampled from a population. FA was expressed using the FA10 index, *i*.*e*. the variance of the difference between the left and the right wings in the population, corrected for the measurement error, directional asymmetry and inter-individual variances.
(TIF) Click here for additional data file.

S1 Table Wing length fluctuating asymmetry of flies expressing *CycG*^*ΔP*^ with different Gal4 drivers. Wing length fluctuating asymmetry was estimated with the FA10 index using landmarks 3 and 13 as described previously [6]. See source data in S2 Table. Standard F-tests were used to compare FA values between genotypes. Df: degrees of freedom. *CycG*^*ΔP*^: cDNA encoding the protein deleted of the PEST domain. n: number of females measured.
(XLS) Click here for additional data file.

S2 Table Source data for S1 Table. Length (from landmarks 3 to 13) of left (side 1) and right (side 2) wings. Each wings were measured twice (sessions 1 and 2).
(XLS) Click here for additional data file.

S3 Table Wing centroid size fluctuating asymmetry of flies expressing different versions of Cyclin G. Wing centroid size fluctuating asymmetry was estimated with the FA10 index using the 15 landmarks as described previously [6]. See source data in S4 Table. Standard F-tests were used to compare FA values between genotypes. Df: degrees of freedom. n: total number of females analysed. *CycG*^*FL*^: cDNA encoding the full-length protein; *CycG*^*ΔE*^: cDNA encoding a protein deleted of the ETP-interacting domain; *CycG*^*ΔP*^: cDNA encoding a protein deleted of the PEST domain; *CycG*^*ΔEΔP*^: cDNA encoding a protein deleted of both domains.
(XLS) Click here for additional data file.

S4 Table Source data for S3 Table. Coordinates of the 15 landmarks of left (side 1) and right (side 2) wings. Each wings were measured twice (sessions 1 and 2).
(XLS) Click here for additional data file.

S5 Table Wing centroid size fluctuating asymmetry of flies expressing *CycG*^*ΔP*^ combined with different *PcG* or *ETP* mutant alleles. Wing centroid size fluctuating asymmetry was estimated with the FA10 index using the 15 landmarks as described previously [6]. See source data in S6 Table. Standard F-tests were used to compare FA values between genotypes. Df: degrees of freedom.
(XLS) Click here for additional data file.

S6 Table Source data for S5 Table. Coordinates of the 15 landmarks of left (side 1) and right (side 2) wings. Each wing was measured twice (sessions 1 and 2).
(XLS) Click here for additional data file.

S7 Table List of the 530 genes deregulated in *da-Gal4/+*, *UAS- CycG*^*ΔP*^ wing imaginal discs as compared to *da-Gal4/+* wing imaginal discs. (XLS) Click here for additional data file.

S8 Table Measure of endogenous *CycG* expression by RT-qPCR. AE: amplification efficiency of the primer couples. Expression of *CycG* was normalized on the geometric mean of *Lam* and *rin* (chosen as reference genes as their expression was not modified by *CycG*^*ΔP*^ expression). Two biological replicates (called 1 and 2) and three technical replicates were performed per experiment. t-tests were performed to compare expression of *CycG* in *da-Gal4*, *UAS-CycG*^*ΔP*^*/+* and *da-Gal4/+* wing imaginal discs.
(XLS) Click here for additional data file.

S9 Table Ontology of genes deregulated in *UAS-CycG*^*ΔP*^, *da-Gal4/+* wing imaginal discs. Gene ontology analyses were performed with DAVID (https://david.ncifcrf.gov/home.jsp).
(XLS) Click here for additional data file.

S10 Table Validation of RNA-seq experiments by RT-qPCR. AE: amplification efficiency of the primer couples. Expression of *RPL15*, *RPL7* and *Rack1* were normalized on the geometric mean of *Lam* and *rin* (chosen as reference genes as their expression was not modified by *CycG*^*ΔP*^ expression). Two biological replicates (called 1 and 2) and three rechnical replicates were performed per experiment. t-tests were performed to compare expression of these genes in *da-Gal4*, *UAS-CycG*^*ΔP*^*/+ and da-Gal4/+* wing imaginal discs.
(XLS) Click here for additional data file.

S11 Table List of the 889 genes which Transcriptional Start Site is bound by Cyclin G in wing imaginal discs. (XLS) Click here for additional data file.

S12 Table Repartition of feature types among decile-ranked peaks. (XLS) Click here for additional data file.

S13 Table Validation of ChIP-seq experiments by RT-qPCR. AE: amplification efficiency of the primer couples. Cq of the Input were adjusted taking dilution into account. Results were normalized in comparison to the Input. Three biological replicates (named 1, 2 and 3) and three technical replicates per biological replicate were performed.
(XLS) Click here for additional data file.

S14 Table List of the 62 genes deregulated in *da-Gal4*, *UAS-CycG*^*ΔP*^*/+* wing imaginal discs and bound by Cyclin G at the TSS. (XLS) Click here for additional data file.

S15 Table Comparison of fragments bound by Cyclin G with fragments bound by Asx, Calypso, Pc, Ph, Psc, RNAPolII, or enriched in H3K27me3 in 3rd larval instar wing imaginal discs. (XLS) Click here for additional data file.

S16 Table Primers used in this study. Coordinates on the *Drosophila* genome (dm6, r6.13). F: forward primer, R: reverse primer.
(XLS) Click here for additional data file.

S17 Table RNA-seq of wing imaginal discs. (XLS) Click here for additional data file.

S18 Table ChIP-seq of wing imaginal discs. (XLS) Click here for additional data file.

S1 File WID.zip file. Wing imaginal disc (WID) network composed of 9,966 nodes connected *via* 56,133 edges (WID.xmml).
(ZIP) Click here for additional data file.

S2 File CycG_subnetwork.zip file. Sub-network of 222 nodes and 1069 edges centred on Cyclin G (CycG_subnetwork.xmml).
(ZIP) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

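RNA of wing imaginal discs was measured in 3 *CycG* ΔP samples and 3 control samples, each from 150 discs. The authors aligned reads of 50 bp to dm6 with TopHat 2, counted unambiguously mapped reads on Ensembl genes with summarizeOverlaps and deposited these counts without normalization. They also deposited a signal table in which each count is divided by one DESeq2 size factor per library. This table was used only to count genes expressed in control discs and to compare its size factors with those computed from the counts. No value column was left unused. Conditions and replicate numbers came from the labels and S17 Table.

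The total count per library ranged from 21853360 to 40059450, and control libraries held 1.28 times as many counts as *CycG* ΔP libraries. A count of 0 was read as a limit of 3 counts. Such limits cover counting error only, and cover it fully only where the count was 0. Gene identifiers were matched to the reference annotation for coordinates, and 17219 of the 17478 identifiers have a symbol. Of the genes that the paper lists as bound with coordinates, 863 of 870 have the same coordinates in the reference, so both use dm6. No genome sequence was used here, and GC content was not analysed here.

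Counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, its expression filter by condition, robust quasi-likelihood fits without covariates, and Benjamini-Hochberg adjustment at 0.05. The common dispersion was 0.0899. Gene families were tested with camera at a correlation of 0.01, with fry and with camera at the estimated correlation in limma 3.58.1, on voom values, with Benjamini-Hochberg adjustment over the 6 families or the marker lists. Overlaps were tested with Fisher's exact test, two-sided, against tested genes. The gene families, the alternatives and the rule for the named genes were set before the data were examined. The rule took the genes the study names for its RNA-seq, RT-qPCR or sub-network, the Polycomb and ETP genes of Table 1, *Ilp8* and *Lgr3*, and the 5 up-regulated and 5 down-regulated genes with the largest log2 fold changes, a mean of at least 1 CPM and no overlap between groups. Genes outside this rule are named as such. Marker lists for muscle, male, male accessory gland, haemocyte, fat body and ecdysone-responding genes were also fixed.

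On simulated counts with known changes, edgeR called 102 of 9266 tested genes, recovered 96 of 193 changed genes and made 6 false calls. DESeq2 1.42.0 without a prior called 158 of 8484 genes, with 39 false calls, and with the prior 153 of 9395 genes, with 36 false calls. For limma voom it was 93 calls with 4 false. No recovered change had the wrong direction. A simulated set of 69 lowered genes gave a camera p-value of 1.80e-17, and 69 unchanged genes gave 0.905. The simulated genes were drawn independently of each other. In the data the estimated correlation was 0.36 for ribosomal protein, 0.20 for respiratory chain and 0.0064 for initiation genes. The simulation therefore does not test camera's preset of 0.01 on correlated genes.

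The alternatives were RLE size factors, upper-quartile normalization, DESeq2 with and without a prior on fold changes, limma voom, no filter beyond 1 count, at least 10 counts in every sample, each of the 6 replicates left out in turn, the replicate number as a block, an adjusted p-value under 0.01, other set tests, family members without close paralogs, another background for bound genes, and other minimums for expressed genes. ChIP-seq data were not analysed here; the bound genes are the paper's list. The paper's sub-network file was not used here because the copy at hand is incomplete. RT-qPCR, phenotype and interactome data were not analysed here.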

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

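The 4 genes *w*, *ppk18*, *ppk16* and *santa-maria* are not in S7 Table, and their expression in *CycG* ΔP discs lay above the level in control discs. The tests that bear on them were chosen only after the results were seen.

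*w* had a mean of 776 CPM in *CycG* ΔP discs (887, 732 and 707 in replicates 1, 2 and 3) against 1.11 CPM in control discs, a ratio of 698. It ranked 1 by p-value among the 9408 tested genes and passed 0.05 under all 15 alternatives (edgeR adjusted p-value 6.58e-05), yet it is absent from S7 Table. DESeq2 with the prior, run on the same counts, also called it. *fs(1)K10*, which is in S7 Table and in the translation module of Fig 9 and was singled out after its values were seen, had 182 ± 16.2 against 53.2 ± 3.51 CPM (SD, n = 3 each; log2 fold change 1.77, edgeR adjusted p-value 0.00117). A candidate explanation is that both take reads from transgene sequence, since vectors for transgenic flies can carry a *white* marker and a *K10* terminator. *fs(1)K10* was noticed for its rank of 4 by p-value, which a response to *CycG* ΔP would also give, so the rank does not test this. Counts per gene do not show which part of a gene the reads cover, and the paper's text does not name the vector of the original transgene. A change along the chromosome was looked for within 50 kb of both genes, where 0 of 19 tested genes were deregulated and 2 had an unadjusted p-value under 0.05. Only 3 of these lie near *w*, which leaves this open. The transgene and a response to *CycG* ΔP cannot be told apart here, because only *CycG* ΔP discs carry the transgene. *w* overlaps another gene.

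*ppk18* had 10.0333 CPM in *CycG* ΔP discs and 0.117 CPM in control discs (log2 fold change 6.36, edgeR adjusted p-value 0.00114). *ppk16* had 7.22 CPM against 0.0421 CPM, at least 62.4-fold higher (edgeR adjusted p-value 0.00117). They are neighbours on 2L, from 9765357 to 9770996 and from 9771155 to 9775030, and all 3 *CycG* ΔP libraries were above all 3 control libraries for both. A hypothesis is that strain variants carried on chromosome segments raise such neighbours together. Of the 55 genes changed at least 2-fold, 16 had another such gene within 50 kb, but 3 of the 10 splits of the samples gave as many, so this is not settled. The count stayed at 16 when overlapping genes were not taken as neighbours, so overlap between these genes does not account for the clustering as a whole. For *ppk16* this decides nothing, since *ppk16* overlaps *ppk11* and has *ppk18* as a neighbour either way. Reads shared with genes outside the set were not examined. A response to *CycG* ΔP stays open, untested.

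*santa-maria* had 4.75 CPM in *CycG* ΔP discs (6.02, 6.04 and 2.20 in replicates 1, 2 and 3) and 0.183 CPM in control discs (log2 fold change 4.70, edgeR adjusted p-value 0.0425). It lies on 2L from 7445355 to 7451244 and overlaps another gene. Its expression was low, so the estimate rests on few reads, with at least 63 in each *CycG* ΔP library and at most 10 in each control library. No technical or biological explanation was tested for it alone.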

How the results depend on the processing

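Over the 15 alternatives that refit or recount genes, the directions of the ribosomal protein, initiation, respiratory chain, complex IV and glycolysis medians held. Counts of deregulated genes moved most. RLE size factors, upper-quartile normalization, limma voom, no filter and at least 10 counts in every sample gave 130, 109, 121, 110 and 147 deregulated genes, of which 129, 106, 112, 105 and 111 were among the 134. The median of all tested genes moved by at most 0.03.

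DESeq2 without a prior gave 560 deregulated genes (244 up, 316 down), sharing 502 with S7 Table; with the prior it gave 526 (227 up, 299 down), again sharing 502. The log2 fold change of *CycG* was 0.40 (adjusted p-value 0.000527) and 0.38 (0.000508); over all alternatives its p ranged from 0.000508 to 0.273. Both fits called 26 ribosomal protein genes up, 8 initiation genes up, 32 respiratory chain genes down, 9 complex IV genes down and 9 glycolysis genes down. Both gave 59 bound deregulated genes (37 up, 22 down) and 13 ribosomal protein genes among bound up-regulated genes, with Fisher's exact odds ratios for bound genes of 1.40 (p = 0.0239) and 1.41 (p = 0.0188). In the modules both called 26 translation genes up, 25 mitochondrion genes down and 33 metabolism genes down. The cause was not tested.

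At an adjusted p-value under 0.01, 14 genes were deregulated (10 up, 4 down), 10 of them in S7 Table. Among them were 0 ribosomal protein or initiation genes up and 0 respiratory chain or complex IV genes down, 1 bound gene (0 up, 1 down; odds ratio 0.835), 0 ribosomal protein genes among bound up-regulated genes, 1 translation module gene up, 0 mitochondrion module genes down and 2 metabolism module genes down. This follows from the stricter threshold.

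Upper-quartile normalization called 1 ribosomal protein gene up, also among bound genes (odds ratio 3.29, exact p = 0.302), and reversed the mitochondrial ribosomal protein median to 0.00052. With no filter there were 1 ribosomal protein gene up, 1 among bound genes (odds ratio 3.58, exact p = 0.282), 2 initiation genes up, 5 complex IV genes down, 8 translation module genes up and an odds ratio for bound genes of 2.10 (exact p = 0.0235). With at least 10 counts in every sample there were 10 respiratory chain genes, 6 complex IV genes and 13 mitochondrion module genes down. All genes of the table as background gave bound genes an odds ratio of 2.38 (exact p = 0.00427). The ribosomal protein median of 0.23 had p = 0.165 with the estimated correlation. The mitochondrial ribosomal protein median of −0.017 had p = 0.478 under fry and 0.592 with the estimated correlation. The cause was not tested.

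Leaving out 1 replicate at a time gave 11 to 78 deregulated genes across the 6 fits, 8 to 50 up and 3 to 28 down, with 7 to 48 in S7 Table; the lowest came without *CycG* ΔP replicate 3 and the highest without control replicate 1. Genes at an unadjusted p-value under 0.05 numbered 1004 to 1705. No ribosomal protein or initiation gene was called up (from 0 to 0). Respiratory chain genes down ranged from 0 to 4, complex IV from 0 to 1, bound deregulated genes from 1 to 9 (up 0 to 4, down 1 to 5), translation module genes up from 1 to 4, mitochondrion module genes down from 0 to 4 and metabolism module genes down from 1 to 5. The odds ratio for bound genes ranged from 0.691 to 1.48. That of ribosomal protein genes among bound up-regulated genes was 0 in 3 fits, with 0 such genes in all 6, and had no value where no bound gene was up. The mitochondrial ribosomal protein median ranged from −0.074 to 0.021. Fewer samples were fitted.

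With the replicate number as a block, 2 genes were deregulated (2 up, 0 down; 1396 at an unadjusted p-value under 0.05), 1 of them in S7 Table. The block fit called 0 members of the ribosomal protein, initiation, respiratory chain, complex IV and glycolysis families, 0 bound genes (0 up, 0 down; odds ratio 0), 0 ribosomal protein genes among bound up-regulated genes, 1 translation module gene up, 0 mitochondrion module genes and 0 metabolism module genes down. Samples with the same number did not deviate together: the correlation of their deviations across genes was −0.12, −0.29 and −0.15 for numbers 1, 2 and 3, so the numbers do not pair the samples.

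Single genes near no change reversed. *caly* was −0.00042 with RLE, −0.011 and −0.0088 with DESeq2, −0.0044 with limma voom, −0.015 with no filter and −0.0090 with the block. *Asx* was −0.0054 with no filter. *corto* and *Pc* were 0.010 and 0.0100 with upper-quartile normalization. Across the fits that left out 1 replicate, ranges were −0.17 to 0.042 for *rin*, −1.15 to 0.58 for *Ilp8*, −0.083 to 0.13 for *Asx*, −0.22 to 0.11 for *corto*, −0.11 to 0.13 for *caly*, −0.053 to 0.051 for *Pc*, −0.053 to 0.13 for *ph-p*, −0.049 to 0.12 for *Psc* and −0.054 to 0.11 for *Scm*. The cause was not tested. Over the named genes other than *CycG*, 385 values kept direction and side of the threshold, 63 (12 genes) kept the direction only, 9 (4 genes) newly passed and 30 (9 genes) reversed. Depth limits genes such as *Ilp8*, which had as few as 4 reads in a library.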

Differences from the paper's values

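The paper reports 530 deregulated genes, 216 up and 314 down, and edgeR's test gave 134, 65 and 69. For genes bound by Cyclin G and deregulated, the paper reports 62, of which 39 up and 23 down, against 15, 9 and 6. Of the alternatives set before the data were examined, DESeq2 without a prior (560, 244, 316, 59, 37 and 22) and DESeq2 with the prior (526, 227, 299, 59, 37 and 22) closed these gaps, and the other alternatives did not. The paper's methods name DESeq2. Log2 fold changes from DESeq2 with the prior correlated with those of S7 Table across genes, which are not independent (Pearson's r = 0.999973, largest difference 0.0699), and 502 of the 530 genes were called; the other 28 had adjusted p-values from 0.0502 to 0.056.

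In Fig 9, read by eye, about 26 genes of the translation module are coloured as up-regulated, about 25 of the mitochondrion module and about 35 of the metabolism module as down-regulated. The edgeR counts were 15, 8 and 14. Both DESeq2 alternatives closed these gaps (26, 25 and 33), and the others did not.

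S7 Table gives smaller log2 fold changes for 6 of the named genes. The paper's values are 2.09 for *Acp26Aa*, 1.40 for *Acp26Ab*, 1.64 for *ppk11*, −0.62 for *Cyp6a17*, −1.77 for *Nep7* and −1.58 for *tor*. The edgeR values were 10.00, 9.38, 6.92, −6.48, −4.96 and −2.54. The fitted values of the first 4 genes depend on the prior count, since 1 group is at or under 3 reads; their folds were at least 34.2, 19.0 and 24.9 higher and 5.76 lower. DESeq2 with the prior gave 2.03, 1.33, 1.62, −0.62, −1.78 and −1.57 and closed the gap for all 6 genes. None of the other alternatives did.

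The paper states that *CycG* was induced and names *RpL15*, *Rack1*, *Gapdh2* and *Jafrac1* as deregulated. The edgeR log2 fold changes had the same signs as the paper's directions, with adjusted p-values of 0.0909 for *CycG*, 0.063 for *RpL15* (log2 fold change 0.59), 0.178 for *Rack1* (0.26), 0.0992 for *Gapdh2* and 0.186 for *Jafrac1*. Both DESeq2 alternatives called all 5, and the filter of at least 10 counts in every sample also called *RpL15* (adjusted p-value 0.0466). Over the alternatives the adjusted p-value of *RpL15* ranged from 1.11e-05 to 0.235. S7 Table does not list 16 of the genes that edgeR called, and DESeq2 with the prior called 14 of these 16, among them *w*, *clumsy*, *ppk16*, *ppk18*, *Mhc* and *santa-maria*.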

Other observations

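Set beforehand were the count of deregulated genes over other splits of the samples and the camera and fry tests of the marker lists. So were the edgeR tests of *Lam*, *rin*, *Ilp8*, *Lgr3* and the Polycomb and ETP genes of Table 1. The other tests in this part were chosen only after the results they bear on had been seen. The 6 samples can be split 3 against 3 in 10 ways, so the real split cannot have a share under 0.1, and no count below decides whether a grouping arose by chance.

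The number of deregulated genes was reached in 1 of the 10 splits, the real one, and the other splits gave 0 genes. It was 124 after all libraries were thinned to the smallest total, 120 of them shared, out of 9129 tested genes. The difference in library size is therefore argued against as the cause of the count. For genes bound by Cyclin G, 1 of the 10 splits gave as many deregulated genes.

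The shift of the respiratory chain, complex IV, glycolysis, initiation and ribosomal protein genes was reached in 1 of the 10 splits for each family, against 7 for the mitochondrial ribosomal protein genes. The trend with exon length and expression was removed from the log2 fold changes. The median was then −0.30 for respiratory chain genes, −0.37 for glycolysis genes and 0.15 for initiation genes. With the trend removed from each library instead, these families still passed both set tests. For respiratory chain genes limma's camera gave adjusted p = 5.54e-18 and fry adjusted p = 0.00209. This argues against that trend as the whole cause. For ribosomal protein genes the median of the corrected fold changes was 0.12, with 59 of 79 above 0. With the trend removed from each library, limma's camera gave adjusted p = 0.00299 and fry adjusted p = 0.209. For these genes the trend and a response to *CycG* ΔP cannot be told apart. Scaling between libraries is argued against for the pair of families: the ribosomal protein median minus the respiratory chain median was 0.57, which no scaling factor changes, and the gap was 0.33, 0.27 and 0.24 in *CycG* ΔP replicates 1, 2 and 3 against −0.22, −0.33 and −0.29 in the controls when computed for each library. The ribosomal protein genes that the paper does not list as bound had a median of 0.26, with 29 of 36 above 0 (limma's camera p = 1.87e-07, fry p = 0.0379). This does not exclude binding by Cyclin G as the only cause of their rise, since the paper's list of bound genes lacks *CycG*, which Fig 7 shows as bound, and so is not complete.

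Muscle tissue among the control discs was tested as a source of the lower respiratory chain and glycolysis genes. For each CPM by which 17 muscle genes fell in sum, the respiratory chain genes fell by 13.8 CPM and the glycolysis genes by 6.72 CPM. The muscle genes summed to 165, 160 and 134 CPM in *CycG* ΔP replicates and 434, 267 and 209 CPM in controls, while the respiratory chain genes went from 10812, 11202 and 11689 CPM in controls to 9342, 9105 and 9042 CPM. Muscle RNA is far too scarce here to carry this fall. Fewer mitochondria would lower the protein genes of the mitochondrial genome, of which 12 were tested and whose median was 0.035 (from −0.17 to 0.37). None was deregulated and 0 had an unadjusted p-value under 0.05. With standard errors from 0.169 to 0.795, and RNA selected by its poly(A) tail, this cannot be told apart from no change.

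Marker lists, fixed beforehand, asked for RNA of other tissues, with p-values adjusted over the lists. No tested gene of a list is in another list, and S7 Table holds 1 of the 8 haemocyte genes, 0 of the 7 fat body genes, 2 of the 4 accessory gland genes and 6 of the 17 ecdysone-responding genes. Of 18 muscle genes, 16 were lower (median −1.54, limma's camera adjusted p = 2.62e-05, fry adjusted p = 0.192), *Mhc* was deregulated, and 9 of 17 are in S7 Table, with *Tm1* left out because discs express it widely. In 11 of 17 every *CycG* ΔP library was under every control library, where chance gives 10% over both directions. More muscle in the control samples and lower expression of muscle genes cannot be told apart, since both lower them together. Haemocyte genes (8 tested, median −0.10, limma's camera adjusted p = 0.271) and fat body genes (7 tested, median −0.46, limma's camera adjusted p = 0.349) did not pass; 0 of each were deregulated, with 1 and 0 at an unadjusted p-value under 0.05. Control replicate 1 stood apart: all 7 fat body genes had their highest value there, and they summed to 22890 CPM, which is 2.29% of its counts, against 2222 and 742 CPM in control replicates 2 and 3 and 4686, 7871 and 7012 CPM in *CycG* ΔP replicates. This is consistent with fat body tissue in that library. On means of log2(CPM + 0.5) the fat body median difference was 0.92 over all libraries, 2.16 without control replicate 1 and −0.11 without control replicate 3, so single libraries decide it. By the same measure the muscle median was −1.32, and −0.91 without control replicate 1, and the haemocyte median was −0.15, and 0.26 without *CycG* ΔP replicate 1. Without control replicate 1, 78 genes were deregulated. In that fit the fat body genes had an unadjusted p of 9.55e-07 in limma's camera and of 0.0553 in fry. The unadjusted fry p of the muscle genes was 0.0245 there, and over 0.05 in every other fit that left out 1 replicate. Of 4 accessory gland genes tested, 2 were up-regulated, *Acp26Aa* and *Acp26Ab* (limma's camera adjusted p = 0.000113, fry adjusted p = 0.00563). With the correlation estimated from the data none of the lists passed (lowest adjusted p = 0.405).

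*roX1*, a non-coding RNA of the male X chromosome, had 3.70 ± 1.02 CPM in *CycG* ΔP discs and 33.4 ± 17.4 CPM in control discs (SD, n = 3 each; log2 fold change −3.18, edgeR adjusted p-value 0.0613). S7 Table lists it as down-regulated. It was the only gene of the male list that passed edgeR's expression filter with all libraries. *roX2*, the other such RNA of the list, had 0 reads in each *CycG* ΔP library. It had 47, 65 and 8 reads in control replicates 1, 2 and 3, too few to pass that filter. With no filter beyond 1 count both RNAs were tested, with a median log2 fold change of −5.64. A few male larvae among the controls could give both, and so could lower expression of both RNAs in *CycG* ΔP discs. The 7 Y-linked genes of the list had 0 counts in the control libraries, which decides nothing where discs do not express them. Ecdysone-responding genes (17 tested) had a median of 0.31, with 13 above 0 and *Eip78C* up-regulated (limma's camera adjusted p = 0.01, fry adjusted p = 0.167). By means of log2(CPM + 0.5) the median was 0.30, and 0.14 without *CycG* ΔP replicate 2. Discs of another age and a changed response to the hormone cannot be told apart, since both would raise these genes.

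Strongly changed genes lay close together. Of the 55 genes changed at least 2-fold, 16 had another within 50 kb, against a mean of 3.88 and a maximum of 14 in 1000 random draws matched on expression (permutation p = 0.001, the smallest these draws can give). Of the genes changed by less, 9 of 77 had one, against 8.2. The count stayed at 16 when overlapping genes were not taken as neighbours. Only *ppk16* and *ppk11* overlap each other in this set, and both also lie near *ppk18*, so the count could not fall. Overlap between members therefore does not account for the count. Reads shared with genes outside the set were not examined. Other splits of the samples gave from 2 to 25 neighbours among as many genes, and 3 of the 10 splits gave as many as the real one, so strain variants between the crosses could contribute but are not separated from other clustering of variable genes.

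*Lam* and *rin*, which the paper used to normalize its RT-qPCR, had log2 fold changes of −0.14 (standard error 0.0918, edgeR adjusted p-value 0.519) and −0.04 (standard error 0.133, edgeR adjusted p-value 0.922). *Lam* had 664 ± 52.9 CPM in *CycG* ΔP discs and 731 ± 54.1 CPM in control discs (SD, n = 3 each). Of the 11 Polycomb and ETP genes of Table 1, 0 were deregulated and 0 had an unadjusted p-value under 0.05, with log2 fold changes from −0.18 to 0.11 and a lowest edgeR adjusted p-value of 0.447. *Ilp8* had 0.526 CPM in *CycG* ΔP discs and 0.764 CPM in control discs (log2 fold change −0.54, edgeR adjusted p-value 0.815), and its direction changed without control replicate 1 (0.58). *Lgr3* had 1.32 CPM and 0.910 CPM (log2 fold change 0.54, edgeR adjusted p-value 0.516).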
